# Transcription Factors MYOCD, SRF, Mesp1 and SMARCD3 Enhance the Cardio-Inducing Effect of GATA4, TBX5, and MEF2C during Direct Cellular Reprogramming

**DOI:** 10.1371/journal.pone.0063577

**Published:** 2013-05-21

**Authors:** Nicolas Christoforou, Malathi Chellappan, Andrew F. Adler, Robert D. Kirkton, Tianyi Wu, Russell C. Addis, Nenad Bursac, Kam W. Leong

## Abstract

Transient overexpression of defined combinations of master regulator genes can effectively induce cellular reprogramming: the acquisition of an alternative predicted phenotype from a differentiated cell lineage. This can be of particular importance in cardiac regenerative medicine wherein the heart lacks the capacity to heal itself, but simultaneously contains a large pool of fibroblasts. In this study we determined the cardio-inducing capacity of ten transcription factors to actuate cellular reprogramming of mouse embryonic fibroblasts into cardiomyocyte-like cells. Overexpression of transcription factors MYOCD and SRF alone or in conjunction with Mesp1 and SMARCD3 enhanced the basal but necessary cardio-inducing effect of the previously reported GATA4, TBX5, and MEF2C. In particular, combinations of five or seven transcription factors enhanced the activation of cardiac reporter vectors, and induced an upregulation of cardiac-specific genes. Global gene expression analysis also demonstrated a significantly greater cardio-inducing effect when the transcription factors MYOCD and SRF were used. Detection of cross-striated cells was highly dependent on the cell culture conditions and was enhanced by the addition of valproic acid and JAK inhibitor. Although we detected Ca^2+^ transient oscillations in the reprogrammed cells, we did not detect significant changes in resting membrane potential or spontaneously contracting cells. This study further elucidates the cardio-inducing effect of the transcriptional networks involved in cardiac cellular reprogramming, contributing to the ongoing rational design of a robust protocol required for cardiac regenerative therapies.

## Introduction

Cardiovascular disease and ultimately heart failure resulting from myocardial infarction are caused mainly due to the lack of a sufficient number of cardiomyocytes - the contractile engine of the myocardium. Specifically, the average human adult left ventricle is comprised of 4 billion cardiomyocytes, and the sudden loss of approximately 25% of these cells due to an infarction injury leads to their eventual replacement with non-contractile scar tissue ultimately causing heart failure [1]. Over the past two decades significant effort has been made both in the lab and the clinic to prevent or even reverse heart failure through cell replacement and regeneration of the infarcted myocardium [2]. To fulfill the potential of such a therapeutic approach, a formidable challenge is to have available a sufficient number of *de novo* cardiomyocytes that can improve cardiac functional output [3].

Pluripotent embryonic stem (ES) cells, which theoretically have an unlimited expansion potential, can readily differentiate into spontaneously contracting cardiomyocytes, resembling the nascent myocardium in both function and electrophysiological properties [4], [5]. Moreover, the discovery that transient overexpression of four transcription factors (TFs) is sufficient to epigenetically reprogram terminally differentiated somatic cells [6], [7] into induced pluripotent stem (iPS) cells, which closely resemble ES cells and hold amongst the rest the same cardiac differentiation capacity [8], [9] further revolutionized the field. This powerful methodology has also formed the foundation for a new scientific direction: “direct epigenetic cellular reprogramming” or “induced transdifferentiation” which can be generally defined as the acquisition of a distinct alternative cellular phenotype from a particular cell lineage [9]–[11].

In particular, Ieda et al. reported that simple overexpression of three genes (Gata4, Tbx5, and Mef2c) in neonatal cardiac and dermal mouse fibroblasts can result in induction of cardiomyocyte-like cells in vitro [10]. Unsurprisingly, the three TFs used to achieve cellular reprogramming are positioned at the core of the genetic regulatory networks that govern developmental cardiogenesis across many evolutionary layers [12]. Two recent studies have reported similar results using either cardiac TFs or microRNA molecules [13], [14], although a third study brought into question the capacity of Gata4, Tbx5, and Mef2c to achieve complete cellular reprogramming into cardiomyocytes [15]. Importantly, it has been recently demonstrated that intramyocardial viral delivery and overexpression of these cardiac TFs in the infarcted myocardium can induce *in situ* reprogramming of cardiac fibroblasts into cardiomyocytes, and improve the functional output of the heart [16], [17]. Although significant strides have been made in this nascent field of epigenetic cardiac reprogramming, many issues require further investigation including the effect of additional cardiac TFs, the effect of the induction culture conditions, and the phenotypic characteristics of the reprogrammed cells.

In this study we evaluated the capacity of ten TFs to successfully induce cardiac cellular reprogramming of mouse embryonic fibroblasts (MEFs): *Mm Mesp1* (*M_1_*), *Hs SMARCD3* (*S_3_*), *Hs MYOCD* (*M_D_*), *Hs SRF* (*S_F_*), *Hs NKX2-5* (*N_5_*), *Hs HAND1* (*H_1_*), *Hs HAND2* (*H_2_*), *Hs GATA4* (*G_4_*), *Hs TBX5* (*T_5_*), *Hs MEF2C* (*M_C_*). The TFs were distributed into four modules and various module combinations were used to transduce MEFs utilizing an inducible-expression lentivirus-based gene delivery system. We established a set of criteria of increasing stringency to determine the cardio-inducing effect and cellular reprogramming capacity of particular module combinations: 1) TF-induced binding and activation of cardiac-specific promoter elements, 2) Expression of endogenous cardiac-specific genes including those encoding for cardiac cytoskeletal proteins, cardiac transcription factors, calcium handling proteins and cardiomyocyte ion channel proteins, 3) Phenotypic cellular metamorphosis associated with cytoskeletal remodeling or reorganization, and in particular detection of a cross-striated cytoskeleton, and 4) Cardiomyocyte-like functional properties including resting membrane potential, intracellular calcium cycling, and spontaneous contractile activity. We determined that the modest cardiac reprogramming effect of *GATA4*, *TBX5*, and *MEF2C* could be enhanced with the addition of either *MYOCD* and *SRF* alone or in conjunction with *Mesp1* and *SMARCD3*. Although transcription factor overexpression produced a strong and significant cardio-inducing effect, as determined by global gene expression analysis, formation of sarcomeres required fine-tuning of the culture conditions. Finally, we readily detected calcium transient cycling in reprogrammed cells although no significant differences were recorded when measuring the resting membrane potential.

## Materials and Methods

### Cell Culture and Reprogramming Induction

MEFs (Millipore, PMEF-HL & PMEF-NL), mouse NIH3T3 (ATCC, CRL-1658), and human HEK293T (ATCC, CRL-11268) were maintained and passaged in standard growth medium containing FBS (10%, Atlanta Biologicals), DMEM.HG (Life Technologies, 11960044), Glutamax (1X, Life Technologies, 35050058), Non-Essential Amino Acids (1X, Life Technologies, 11140050), Sodium Pyruvate (1X, Life Technologies, 11360070), βMercaptoethanol, (1X, Life Technologies, 21985023), and Gentamicin (25 µg/ml, Lonza, 17-518Z). Cells were passaged on tissue culture polystyrene pre-coated with porcine skin gelatin (Sigma, G1890). Transgenic MEFs isolated from mouse embryos (13 d.p.c.), were expanded in standard growth media conditions. To generate the transgenic animals the Myh6 promoter element was used to drive expression of eGFP and Puromycin N-acetyl-transferase (PAC). The transgenic mice were maintained in a mixed 129Svev/C57BL/6 background. For the isolation of primary mouse embryonic fibroblasts, a single pregnant female mouse was euthanized by CO2 asphyxiation. Animal procedures were conducted according to the guidelines for the care and use of laboratory animals set and approved by the Institutional Animal Care & Use Committee (IACUC) of Duke University & Duke University Medical Center.

Media used to screen the cardio-inducing effect of the TF modules included: basic fibroblast growth medium (10%FBS, DMEM.HG, Glutamax, NEAA, sodium pyruvate, βMercaptoethanol, gentamicin), cardiomyocyte growth medium (Lonza, CC-4515), and low serum growth medium (Lonza, CC-3186). Media also contained doxycycline for induction of TF expression (10 µg/ml, Sigma, D9891), and valproic acid (0.5 mM, Sigma, P4543). We also tested the cardio-inducing effect of JAK inhibitor (0.5 µM, EMD4Biosciences, 420099-500 UG). Extracellular matrix proteins screened included porcine skin gelatin (Sigma, G1890), and poly-L-lysine (Sigma, P4707).

Primary cultures of MEFs isolated from the transgenic mice were epigenetically reprogrammed into induced pluripotent stem cells using a previously described polycistronic inducible-expression lentiviral vector [18] (FU.tet.on.OSKM). Briefly, following cell transduction with the lentiviral vector, cells were cultured in a reprogramming medium (20%FBS, DMEM.HG, NEAA, Sodium Pyruvate, Glutamax, βMercaptoethanol, Gentamicin, valproic acid, and leukemia inhibitory factor) in the presence of doxycycline. Doxycycline was removed 7 days post induction and individual colonies of induced pluripotent stem cells were mechanically picked and expanded. The cells were subsequently differentiated into cardiomyocytes using the previously described [19] hanging droplet technique for embryoid body formation.

### DNA Vectors, Viral Particle Production, and Cell Transductions

DNA vectors designed for the production of lentiviral particles that allow the inducible expression of cardiac TFs in the targeted transduced cell type were assembled using a previously described lentiviral vector [20] which controlled the expression of *OCT4* (Addgene plasmid 19778, FU.tet.on.OCT4). Fully sequenced TF cDNA clones were purchased from Open Biosystems and cloned in the FU.tet.on plasmid: GATA4 (BC105108, 5′ & 3′ EcoRI), HAND1 (BC021190, 5′ EcoRI & 3′ AcuI), HAND2 (BC101406, 5′ & 3′ EcoRI), MEF2C (BC026341, 5′ AcuI & 3′ SpeI), Mesp1 (BC125505, 5′ & 3′ EcoRI), MYOCD (BC126307, 5′ SpeI & 3′ NotI), NKX2-5 (BC025711, 5′ EcoRI & 3′ NotI), SMARCD3 (Addgene Plasmid 21036, 5′ & 3′ EcoRI), SRF (BC048211, 5′ EcoRI & 3′ XhoI), and TBX5 (BC027942, 5′ & 3′ EcoRI). For the purposes of this project we chose to purchase only fully sequenced and validated cDNA clones from the Open Biosystems Mammalian Gene Collection. The human homolog of Mesp1 was not available when we were initiating this study and thus we purchased the mouse homolog and performed all our experiments with mouse Mesp1. To ensure the appropriateness of utilizing the human gene homologs we compared their protein sequence to that of their mouse counterparts using a multiple sequence alignment tool (http://www.ebi.ac.uk/Tools/msa/clustalw2/). Through the ClustalW2 protein sequence analysis we determined that there is a 100% homology in the functional protein domains (i.e. DNA binding domains) of both the mouse and human protein homologs. We used a previously described lentiviral inducible expression vector in order to reprogram MEFs into induced pluripotent stem cells: FU.tet.on.OSKM [18] (Addgene plasmid 20321).

The lentiviral reporter vectors were constructed or acquired as follows: the previously described mouse Nkx2-5.Hsp68.eGFP reporter plasmid [19] was cloned into the FUGW [21] lentiviral vector (Addgene plasmid 14883) replacing the ubiquitin promoter and GFP. The previously described 2.7 Kb rat Myl2 promoter element [22] and mCherry fluorescent protein gene were cloned in the pRRLSIN.cPPT.PGK-GFP.WPRE lentiviral vector (Addgene plasmid 12252) replacing PGK-GFP. The human TNNT2.copGFP lentiviral reporter vector was acquired from System Biosciences (Catalog # SR10012). The mouse Myh6.eGFP lentiviral reporter vector was previously described [23] (Addgene plasmid 21229). To construct the FUW.GCaMP3 lentiviral vector (constitutive expression of GCaMP3) we replaced GFP in FUGW [21] (Addgene plasmid 14883) with GCaMP3 [24] (Addgene vector 22692). To construct the TNNT2.GCaMP3 reporter vector, the ubiquitin promoter-rtTA cassette of FUdeltaGW-rtTA (Addgene plasmid 19780) was excised and replaced with the human TNNT2 promoter and a Gateway cassette (PCR-amplified from pEF-DEST51, Invitrogen) to create TNNT2-Gateway. The GCaMP3 cassette was cloned into pDONR221 (Invitrogen), and subsequently into TNNT2-Gateway, via Gateway recombination. To construct the FU.tet.on.GFP reporter vector we cloned the GFP fluorescent protein gene in the FU.tet.on inducible expression lentiviral vector. We acquired the FUW.M2rtTA lentiviral vector [25] from Addgene (Addgene plasmid 20342).

To produce viral particles we used a previously described second generation lentivirus production system utilizing the psPAX2 (packaging vector, Addgene plasmid 12660) and pMD2.G (envelope vector, Addgene plasmid 12559) vectors (Dr. Didier Trono). We followed a procedure similar to the one described by Maherali N et al [20]. Briefly HEK293T cells were maintained in a standard growth medium and expanded in T-75 tissue culture flasks pre-coated with a 0.1% solution of porcine gelatin (Sigma). Cells were allowed to reach 90% confluence at which point they were transfected in the presence of Opti-MEM® (Life Technologies) with a total of 24 µg of the three lentiviral vectors (12 µg expression vector, 7.7 µg of psPAX2 and 4.3 µg of pMD2.G) using Lipofectamine 2000 (Life Technologies). The supernatant containing the viral particles was collected at 48 and 96 hours following initial transfection with a final volume of 20 ml. The supernatant was subsequently concentrated to a final volume of approximately 300 µl using Amicon Ultra-15 centrifugal filter unites (Millipore) and stored at 4°C for immediate use or in small aliquots at −80°C for long term use.

To transduce primary MEFs, the cells were plated at a density of approximately 10,000 cells/cm^2^ is 6-well plates. The next day 1 ml of transduction medium containing 10 µl of each viral concentrate and 8 µg/ml sequabrene (Sigma) was used to transduce the cells. The same method was used to transduce the cell line NIH3T3 although we plated the cells at a concentration of 2,000 cells/cm^2^ is the 6-well plates as they have a much higher proliferation rate. To ensure homogeneous transduction cells were first transduced with FUW.M2rtTA and the various reporter vectors, and subsequently passaged into new 6-well plates in order to be transduced with the various combinations of transcriptional modules. Transgene overexpression was induced by the addition of Doxycycline in the culture medium. Qualitative RT-PCR analysis was performed to ensure transcriptional expression of the delivered transgenes (Figure S1).

### Imaging, Fluorescence-activated Cell Sorting, and Immunofluorescence

Fluorescent cell imaging was performed on either a Nikon Eclipse TE2000-U using a Roper Scientific CoolSnap HQ camera and the NIS Elements software suite or a Zeiss 510 inverted confocal microscope. FACS sorting was performed on either a DiVa sorter (Becton Dickinson) or a FACStar (BD Biosciences). FACS analysis was performed on a FACSCanto flow cytometer (BD Biosciences). For all the FACS experiments using the non-transgenic mouse embryonic fibroblasts, we used two cell populations as the negative control: negative control group 1 was comprised of fibroblasts transduced with only the FUW.M2rtTA and no reporter vector, and negative control group 2 was comprised of fibroblasts transduced with both the FUW.M2rtTA and one of the four reporter vectors. The gates which we defined for each of the reporter vectors were established as to not include any cells within negative control group 1. Meta-analysis of acquired FACS data was performed using Cyflogic (www.cyflogic.com) and Microsoft Excel. Primary antibodies used for immunofluorescence included: anti-Tnnt2 (R&D Systems, MAB1874), anti-Actn2 (Sigma, A7811), anti-Myh6 (Abcam, ab15), anti-Myl2 (Abcam, ab48003), anti-Acta2 (Abcam, ab5694), anti-Nppa (Abcam, ab14348), anti-Gja1 (Santa Cruz, SC-9059). Secondary antibodies used were raised in either chicken or goat against mouse or rabbit antibodies. They were purchased from Life Technologies and conjugated to Alexa Fluor® 568 (red), Alexa Fluor® 488 (green), or Alexa Fluor® 350 (blue). Cell nuclei were detected using DAPI (Life Technologies, D1306). The effect of valproic acid addition on the level of cardio-induction was determined by counting Tnnt2 or Actn2 positive cells in the presence or absence of valproic acid.

### Relative Gene Expression Analysis

Primers were designed using NCBI primer-BLAST. In order to avoid polymerization of non-specific DNA amplimers, when applicable primers were required to span an exon-exon junction and the primer pair was required to be separated by at least one intron on the corresponding genomic DNA (Table S1).

To perform qualitative RT.PCR analysis and ensure low level of DNA amplification without signal saturation, following total RNA isolation (Qiagen, 74104) a one-step RT.PCR kit (Qiagen, 21212) was utilized with 23 cycles of amplification for Gapdh and 26–28 cycles (BioRad, MyCycler) for the rest of the genes analyzed. Quantitative RT.PCR analysis was performed on either an ABI 7300 or 7900HT real time thermocycler using the QuantiTect SYBR Green one-step RT.PCR kit (Qiagen, 204243). While running the polymerase reactions on the real time thermocyclers we included the option of getting a dissociation curve and also run the final reaction product on agarose gels in order to ensure that the only amplimers detected and measured were the expected ones. The SDS software (ABI, version 1.4 or 2.4) was used to analyze the raw data and then additional analysis was performed on Microsoft Excel. Relative quantification was performed using the ΔΔCt method and statistical significance was determined using the T-Test.

TaqMan Low Density Array Cards (TLDA) were custom designed using TaqMan probes (Table S1). Reverse transcription was performed using the high capacity RNA-to-cDNA kit (ABI, 4387496), and real time PCR was performed using the TaqMan Gene Expression Master Mix (ABI, 4369016) on an ABI 7900HT thermocycler (Duke genomics facility). Data analysis was performed using ABI RQ Manager 1.2.1, ABI SDS (2.4), and Microsoft Excel. Relative quantification was performed using the ΔΔCt method and statistical significance was determined using the T-Test.

### Electrophysiological Characterization

Sharp microelectrodes were fabricated from standard wall borosilicate glass capillary tubes (Sutter BF 100-50-10, Sutter Instruments) using a P-97 Sutter micropipette puller to generate electrodes with tip resistances between 50 and 70 MΩ when backfilled with 3 M KCl. The electrodes were connected to the headstage of a Multiclamp 700B amplifier (Axon Instruments, Inc.) using a silver chloride wire embedded within the micropipette holder. A reference silver chloride wire was connected to the bath chamber through an agar bridge. Cell cultures were perfused with warm (35–37°C) Tyrode’s solution consisting of (mM) 135 NaC1, 5.4 KCl, 1.8 CaCl_2_, 1.0 MgCl_2_, 0.33 NaH_2_PO_4_, 5 HEPES, and 5 glucose; pH was adjusted to 7.4 with NaOH.

Membrane potential measurements were made using the current clamp mode of the Multiclamp 700B amplifier after electrode potential offset and capacitance were neutralized. Resting membrane potential was recorded from GFP(+) and GFP(**−**) cells (TNNT2.copGFP or TNNT2.GCaMP3) after the establishment of stable intracellular impalement. Data were sampled at 20 kHz and low-pass filtered using a 4.5 kHz Butterworth filter. Recordings were digitized using a BNC-2090 adaptor and NIDAQ-MX computer interface (National Instruments Corporation, Austin, TX). Signals were recorded and analyzed using WinWCP software (John Dempster, University of Strathclyde).

Videos of cells exhibiting GCaMP3 flashing were captured using a Nikon Eclipse TE2000-U with a Roper Scientific CoolSnap HQ camera and the NIS Elements software suite. The video files were subsequently analyzed with FIJI [26] as a stack of images to determine the average signal intensity in a region of interest within each cell. The average intensity for a given region of interest was normalized to the lowest value acquired and then plotted against the acquisition time of each frame. Spectral analysis was performed on linearly resampled (1 Hz) time series using Welch’s method [27]. The 256-point fast Fourier transform was repeatedly computed with 50% overlap between adjacent segments. Then the spectral power of each segment was computed and averaged. Hanning window filtering was applied to avoid spectral leakage.

### Microarray Gene Expression Analysis

MEFs were first transduced with the M2rtTA lentivirus and subsequently divided into four groups which were transduced with TF group 1 (*G_4_T_5_M_C_*), TF group 2 (*G_4_T_5_M_C_M_1_S_3_*), TF group 3 (*G_4_T_5_M_C_M_D_S_F_M_1_S_3_*), or just FUW.M2rtTA (negative control). Induction of transgenic TF expression was initiated two days following lentiviral transduction at which point the standard MEF medium was supplemented with an additional 10%FBS, VPA (0.5 mM), and Dox (10 µg/ml). Total RNA was isolated 7 days following induction of TF expression (Qiagen, RNeasy) and expression of the TF was confirmed using qualitative RTPCR. 200 ng of RNA was prepared for microarray hybridization (Life Technologies, MessageAmp Premier RNA amplification kit). For the purposes of this experiment we utilized twelve (12×) Affymetrix Mouse Genome 430A 2.0 microarrays (each cell group was repeated in triplicate) and the entire process of RNA amplification, hybridization, and raw data preparation was performed by the Duke University microarray core facility. The raw data files and experimental description have been submitted to NCBI Gene Expression Omnibus (GSE44401). For the heart and MEF control samples we acquired the CEL raw data files from NCBI Gene Expression Omnibus. Heart control (430 2.0 chip): GSM206354, GSM206355, GSM206356, GSM252113, GSM252114, GSM252115, GSM275315, GSM275316, GSM275317, GSM311517, GSM311518, GSM311519, GSM311520, GSM311521, GSM311522, GSM311523, GSM311524, GSM311525, GSM311526, GSM311527, GSM466341, GSM466348, GSM466349, GSM496724, GSM496725, GSM496726, GSM756426, GSM756427, GSM756428. MEF control (430 2.0 chip): GSM198070, GSM198072, GSM276426, GSM276427, GSM276428, GSM409451, GSM409454.

The main part of data analysis was performed using the Partek Genomics Suite. First, the raw data (CEL files) were imported and normalized using the RMA algorithm and subsequently ANOVA statistical analysis was performed on the entire data set searching for significant differences between any one of the three TF groups and the negative control. Subsequently significantly upregulated or downregulated genes were identified based on the fact that p-value<0.05 and Fold Change< or >1.5. Hierarchical clustering analysis and self-organizing map analysis were performed within the software suite. For the purpose of integrating the data originating through Partek into genetic pathways, we performed pathway analysis by utilizing the Thomson Reuters Metacore GeneGo pathway suite. The Excel add-in statistical analysis suite XLSTAT was used to perform the principal component analysis.

## Results

### Screening Assay for Determining the Cardio-Inducing potential of TFs

Ten TFs, previously shown to play a role during developmental cardiogenesis (*Ms Mesp1, Hs SMARCD3, Hs MYOCD, Hs SRF, Hs NKX2-5, Hs HAND1, Hs HAND2, Hs GATA4, Hs TBX5, Hs MEF2C*), were screened for their cardio-inducing capacity. To achieve efficient cellular transduction we used an inducible lentiviral-based gene delivery system (tet-on). Activation of transgene overexpression was depended on doxycycline addition. The initial screen was performed with two output readouts: 1) cardiac-specific reporter-based assay (lentivirally-delivered reporter, Myh6.eGFP [23]), and 2) quantitative transcriptional activation of cardiomyocyte-specific gene loci (*Myh6*, *Myl2*, *Tnnt2*). The ten TFs were grouped and delivered within four TF modules based on previous evidence demonstrating their role during developmental cardiogenesis: *M_1_S_3_* [28]–[30], *M_D_S_F_* [31]–[33], *G_4_T_5_M_C_* [34], [35], and *N_5_H_1_H_2_* [34], [35].

Based on the initial screening results demonstrating a consistent cardio-inducing effect (Figure S2), three TF modules were selected for further experiments to determine their cardio-inducing potential: *G_4_T_5_M_C_*, *M_1_S_3_*, *M_D_S_F_*. We first examined whether we could detect and quantify a cardio-inducing effect using lentivirally-delivered reporter vectors (Figure 1A–D, Nkx2-5.Hsp68.eGFP [19], Myl2.mCherry [22], Myh6.eGFP [23], TNNT2.copGFP). To validate the acquired output from each reporter vector we measured the level of transcriptional activation of the correspondent endogenous locus (*Nkx2-5*, *Myl2*, *Myh6*, *Tnnt2*).

**Figure 1:**
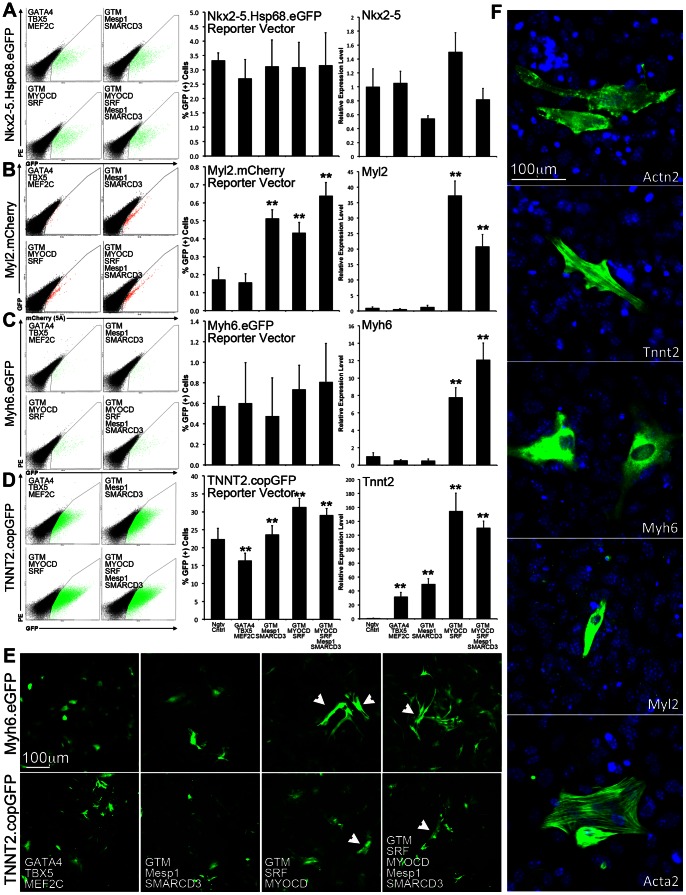
Determination of transcriptional cardio-inducing effect through detection of reporter vector activity and relative quantification of endogenous gene expression levels. **A–D.** Prior to transduction and induction of TF module expression, MEFs were transduced with four different reporter vectors (Nkx2-5.Hsp68.eGFP, Myl2.mCherry, Myh6.eGFP, TNNT2.copGFP). MEFs were subsequently transduced with *G_4_T_5_M_C_*, *G_4_T_5_M_C_M_1_S_3_*, *G_4_T_5_M_C_M_D_S_F_*, or *G_4_T_5_M_C_M_D_S_F_M_1_S_3_*. Negative control MEFs were only transduced with reporter vector and the M2rtTA-expressing lentivirus. The gates were defined using MEFs that were only transduced with the M2rtTA expressing lentivirus and no reporter vector. Following 7 days of induction of TF module expression, the fraction of cells expressing either GFP or mCherry was determined by FACS analysis. The relative gene expression level of the gene used in each of the reporter vectors was determined using quantitative RT.PCR analysis (endogenous locus). Results for both FACS and RTPCR are based on biological triplicates. Error bars represent calculated standard deviation (One *for p-value <0.05, Two *for p-value <0.01). **E**. Live imaging of cells transduced with either Myh6.eGFP, or TNNT2.copGFP. White arrows point to examples of brightest and elongated cells detected in MEFs transduced with either *G_4_T_5_M_C_M_D_S_F_*, or *G_4_T_5_M_C_M_D_S_F_M_1_S_3_*. **F**. Detection of cardiac protein expression (Actn2, Tnnt2, Myh6, Myl2, Acta2) in MEFs transduced with *G_4_T_5_M_C_M_D_S_F_M_1_S_3_* using immunofluorescence.

We determined that when using the Nkx2-5 reporter, TF overexpression did not induce an increase in GFP(+) cells, while detected a significant GFP(+) cell fraction (3.32±0.26%) in the negative control, indicative of the reporter vector’s leakiness. No significant change was detected when measuring the gene expression levels of endogenous *Nkx2-5*. Data acquired using the Myl2 reporter closely resembled the levels of endogenous gene expression, although we detected a significant discrepancy when using a particular TF combination (*G_4_T_5_M_C_M_1_S_3_*). This may be indicative of direct binding and activation of *Myl2* transcription, by *M_1_* or *S_3_*. Background Myl2 reporter activity was lower as compared to that of the Nkx2-5 reporter (0.28±0.07%). With the Myh6.eGFP reporter we detected a non-significant increase in the GFP(+) cell fraction for two TF combinations. The same two combinations produced a significant increase in endogenous *Myh6* expression. Finally, the output measured when using the TNNT2.copGFP reporter resembled the endogenous Tnnt2 expression level for the two combinations containing MYOCD and SRF although we detected a significant GFP(+) cell fraction (22.38±3.04%) in the negative control. A significant upregulation in *Tnnt2* expression was detected with all four TF module combinations, although for two of them (same as for *Myh6*) the cardio-inducing effect was stronger (*G_4_T_5_M_C_M_D_S_F_*, and *G_4_T_5_M_C_M_D_S_F_M_1_S_3_*).

In addition to reporter vector activity, we also looked for morphological changes in the transduced cell populations (Figure 1E). By day 7 we readily detected brighter and elongated GFP(+) cells clearly distinguishable from the rest of the GFP(+) cells. This observation was particularly evident in MEFs transduced with either *G_4_T_5_M_C_M_D_S_F_*, or *G_4_T_5_M_C_M_D_S_F_M_1_S_3_*.

To examine whether cardiac specific proteins were expressed in the transduced MEFs we performed immunofluorescence using antibodies against proteins Actn2, Tnnt2, Myh6, Myl2, and Acta2 (Positive control: Figure S3). At day 14 we detected a few positive cells in the group transduced with all the TF module combinations (Figure 1F). The expressed proteins did not organize in a cross-striated cytoskeletal pattern usually detected in functional cardiomyocytes.

We also tested whether valproic acid, previously shown to increase the efficiency of iPS cell derivation [36], could affect the TF cardio-inducing effect. Simultaneous TF overexpression and valproic acid treatment significantly improved the overall cardio-inducing effect by approximately two-fold as determined by the fraction of cells expressing either Actn2 or Tnnt2 (2.07±0.51 fold, p-value: 0.004) (Figure S4).

In addition to the morphological changes detected in a small cell fraction (elongation, and increased levels of GFP expression), we also observed a decrease in cell proliferation as compared to the negative control. Moreover, the TF-expressing cells and especially the ones transduced with the *M_D_S_F_* TF module, did not dissociate adequately with trypsin/EDTA and remained aggregated. Even when using a customized enzymatic solution, the dissociated cells did not attach once replated, and eventually underwent apoptosis. This was especially evident within the brightest GFP(+) cell fraction. We hypothesized that dissociation and expansion difficulties, coupled with the leaky activity of the reporter vectors were applying a negative selection on the cells undergoing reprogramming. To examine this we performed relative gene expression analysis on sorted and expanded GFP(**−**) and GFP(+) cells (Myh6.eGFP, Figure S5). We did not detect a significant upregulation of cardiac genes in the GFP(+) cell population further validating our hypothesis.

### Expression of Mesp1, SMARCD3, MYOCD, and SRF Significantly Enhance the Cardio-inducing Effect of GATA4, TBX5, and MEF2C

To further elucidate the cardio-inducing effect of the three TF modules while avoiding interference from the reporter vectors, we used MEFs from transgenic mice expressing GFP and puromycin *N*-acetyl-transferase (PAC) under the control of the cardiac mouse myosin heavy chain promoter [37]. First, we confirmed the lack of GFP expression in cultures of isolated MEFs, and tested whether the cells retained the capacity to express GFP in a cardiac-specific manner when epigenetically reprogrammed. Following iPS cell derivation and differentiation [18] [19], we confirmed specific GFP expression in spontaneously contracting cardiomyocytes (Figure S6, Movie S1).

GFP expression was detected as early as 2 days post induction of TF overexpression in MEFs transduced with either *G_4_T_5_M_C_M_D_S_F_* or *G_4_T_5_M_C_M_D_S_F_M_1_S_3_*. By day 7 GFP expression was determined to be 1.60±0.12% and 2.40±0.11% respectively for the two TF groups (Figure 2A, B). This level of GFP expression was highly significant as compared to the negative control (0.03±0.05%). Only rare events of GFP(+) cells were detected in MEFs transduced with only *G_4_T_5_M_C_* (0.05±0.06%) and a slightly higher fraction in MEFs transduced with *G_4_T_5_M_C_M_1_S_3_* (0.20±0.07%), which was not significant. It is noteworthy that we detected two main cell morphologies: small and round (Figure 2C, lower) or large and elongated cells (Figure 2C upper) which could be attributed to an effect caused by TF overexpression, or an influence from the surrounding cells.

**Figure 2:**
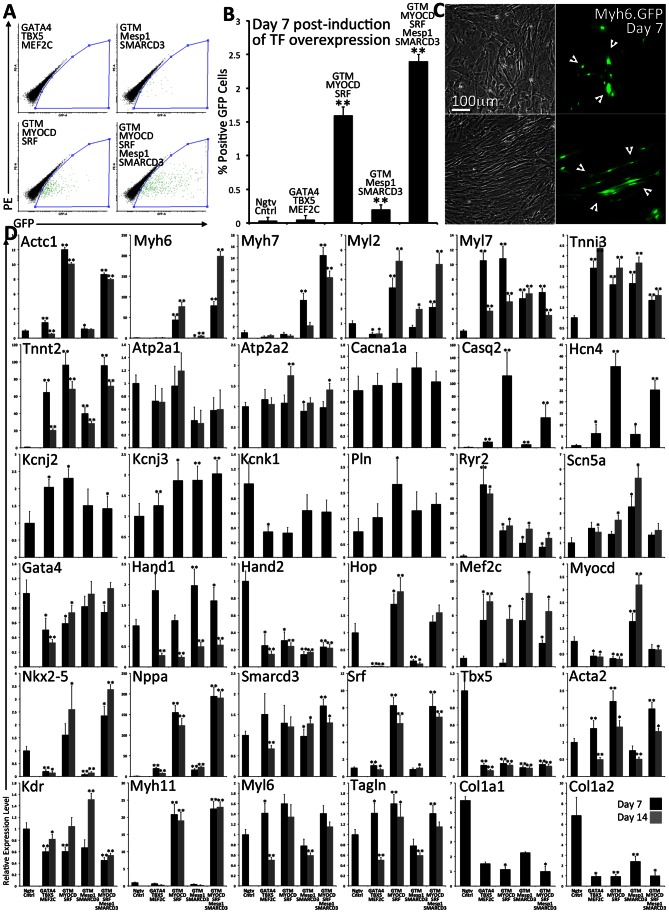
Determination of the cardio-inducing effect of four combinations of TF modules in primary transgenic-mouse MEFs. **A–B**. Primary MEFs were isolated and expanded from transgenic mice where the expression of GFP is controlled by the myosin heavy chain promoter element. MEFs were transduced with FUW.M2rtTA and one of four transcriptional module combinations: *G_4_T_5_M_C_*, *G_4_T_5_M_C_M_1_S_3_*, *G_4_T_5_M_C_M_D_S_F_*, *G_4_T_5_M_C_M_D_S_F_M_1_S_3_*. Following 7 days of induction of TF overexpression the fraction of cells expressing GFP was determined using FACS. Results are based on biological triplicates. Error bars represent calculated standard deviation (One *for p-value <0.05, Two *for p-value <0.01). **C**. GFP(+) MEFs were readily detected within 7 days of TF overexpression. We detected GFP(+) cells that were smaller in size (upper panels) or larger and elongated (lower panels). **D**. RNA was isolated at either 7 (black) or 14 days (gray) post induction of TF overexpression. Using quantitative RT.PCR and custom-designed TaqMan Low Density Array plates we measured the relative gene expression levels normalizing to negative control MEFs (FUW.M2rtTA only). Error bars represent calculated standard deviation (One *for p-value <0.05, Two *for p-value <0.01).

We next examined whether GFP expression correlated with changes at the gene expression level of cardiac related genes (Figure 2D, relative mRNA quantification). We custom-designed TaqMan Low Density Array plates allowing us to screen the transcriptional output of a large number of genes. Some of the overexpressed TF transgenes are usually active both during early cardiac development as well as in mature cardiomyocytes. The array plates were designed with the aim to detect both markers expressed in immature and mature cardiomyocytes. It is important to note that this analysis was performed on RNA isolated from the total cell population of each of the four TF groups and not from cells sorted based on GFP expression. This was done mainly because two of the TF groups (*G_4_T_5_M_C_* or *G_4_T_5_M_C_M_1_S_3_*) did not induce any significant GFP expression in the transduced MEFs.

In general, using temporal gene expression analysis (7 or 14 days of TF overexpression), we recorded a significant effect in the transcriptional output (upregulation and downregulation) for some genes whereas for others no significant change was detected. This effect also varied amongst the different TF groups overexpressed. More specifically we detected a significant upregulation in the expression level of cardiomyocyte specific cytoskeletal proteins *Actc1*, *Myh6*, *Myh7*, *Myl2*, *Tnni3*, and *Tnnt2*. This effect was particularly evident in MEFs transduced with either *G_4_T_5_M_C_M_D_S_F_* or *G_4_T_5_M_C_M_D_S_F_M_1_S_3_*. The recorded differences also remained constant over time for most of the genes examined. When measuring the gene expression level of endogenous cardiac transcription factors we did not detect any large changes as compared to the control sample. It is noteworthy to mention that endogenous *Mef2c* expression was significantly increased, whereas *Gata4* expression was slightly decreased, and Tbx5 expression was largely decreased for all TF groups used­. We also detected a significant decrease for *Hand1* (Day 14) and *Hand2* (Days 7 & 14), and a small, but significant increase for *Nkx2-5* and *Srf* expression for two of the TF groups. *Myocd* was upregulated only in cells transduced with *G_4_T_5_M_C_M_1_S_3_*. *Hop* expression was significantly decreased in cells transduced with either *G_4_T_5_M_C_M_D_S_F_* or *G_4_T_5_M_C_M_D_S_F_M_1_S_3_*. The same analysis was also performed using wild-type MEFs transduced with three of the TF module groups and the results closely correlate with the ones presented in Figure 2 (Figure S7).

We also examined the expression levels of genes that play a role in the electrophysiological function of cardiac myocytes. We did not detect any significant variations in the relative gene expression level for *Atp2a1*, *Atp2a2*, *Cacna1a*, *Kcnj2*, *Kcnj3*, *Kcnk1*, and *Pln*. Genes with significant expression upregulation included *Casq2*, *Hcn4*, and *Nppa* particularly in cells transduced with either *G_4_T_5_M_C_M_D_S_F_* or *G_4_T_5_M_C_M_D_S_F_M_1_S_3_*. The TF module *G_4_T_5_M_C_* had the strongest effect in inducing upregulation of *Ryr2*. We also detected a low level of *Scn5a* upregulation amongst all the TF groups, with *G_4_T_5_M_C_M_1_S_3_* being the most potent.

The TFs used are also highly expressed during cardiac development in cardiac progenitors [19], [38], which have the capacity to differentiate into cardiomyocytes, smooth muscle and endothelial cells. When examining the expression levels of endothelial or smooth muscle specific genes, we detected small or no changes in the expression of *Acta2*, *Kdr*, *Myl6*, and *Tagln*. We detected a significant increase in expression of smooth muscle *Myh11* in cells transduced with *G_4_T_5_M_C_M_D_S_F_* or *G_4_T_5_M_C_M_D_S_F_M_1_S_3_*. Finally, we detected a significant decrease in the expression level of fibroblast-specific genes *Col1a1* and *Col1a2* [17].

We also set out to determine the relative gene expression levels for the same genes described above when comparing positive control hearts to MEFs. Relative fold change for these genes was calculated using published Affymetrix microarray gene expression data (Table S2). The largest and most significant fold change was determined for genes *Myh6*, *Myl2*, *Tnni3*, *Pln*, *Nppa*, *Ryr2*, *Tnnt2*, *Actc1*, *Casq2*, *Atp1a2*, and *Myl7*. Significantly downregulated genes included *Acta2*, *Tagln*, *Col1a2*, and *Col1a1*. No significant change in gene expression was determined for *Kcnj2*, *Kcnk1*, *Hand1*, *Hand2*, *Srf*, *Myl6*, and *Hcn4*. Although the fold change determined when comparing cardiac tissue versus MEFs is significantly higher than the one determined when comparing the transduced MEFs versus the negative control it is noteworthy to mention that the RNA used in our experiments was isolated from the total population of transduced cells and not an enriched cell population.

We used antibodies against Actn2, Tnnt2, or Acta2 to determine whether the MEFs isolated from transgenic animals were expressing and organizing these proteins in cross-striated sarcomeres (Figure 3A–C). We readily detected cells staining positive for all three of these proteins, however the staining pattern was not cross-striated indicating again an immature expression of these proteins. Actn2 and Tnnt2 expression did not always coincide with GFP expression, indicating, that some cells expressed these proteins without activating the Myh6.eGFP reporter locus.

**Figure 3:**
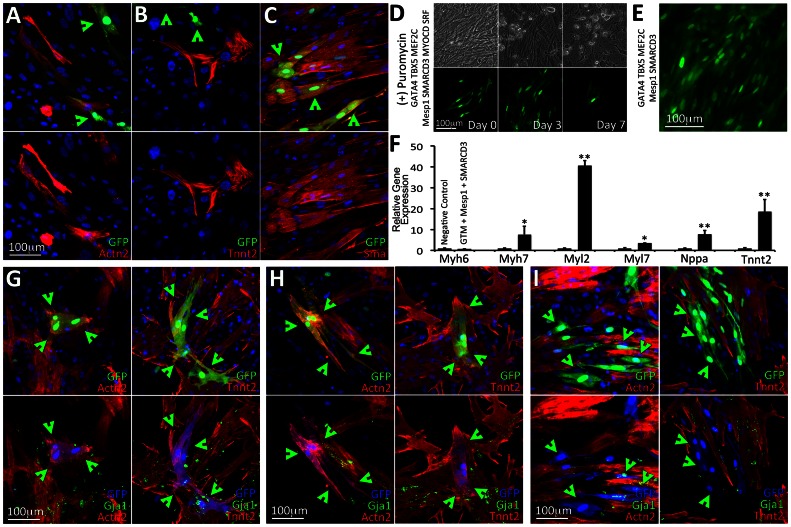
Assaying the level of cardiac protein expression in reprogrammed MEFs and following genetic selection **A–C**. GFP(+) cells were readily detected in MEFs transduced with either *G_4_T_5_M_C_M_D_S_F_*, or *G_4_T_5_M_C_M_D_S_F_M_1_S_3_* within 2 days of induction of TF expression. Only rare GFP(+) cells were detected in MEFs transduced with either *G_4_T_5_M_C_* or *G_4_T_5_M_C_M_1_S_3_*. Using immunofluorescence analysis (day 7) we detected cells staining positive for cardiac antigens Actn2 or Tnnt2 although GFP expression was not always co-localized with these two proteins. We also detected co-localization of GFP expression with Acta2. The GTM label refers to the TF module containing GATA4, TBX5, and MEF2C. **D–F**. Puromycin was used to positively select for cells activating the transgenic cardiac promoter element in isolated MEFs following transduction and induction of expression of the four TF module combinations. We observed significant death of non-GFP expressing cells following 3 days of low-level puromycin selection (induction day 7+3). In MEFs transduced with either *G_4_T_5_M_C_M_D_S_F_* or *G_4_T_5_M_C_M_D_S_F_M_1_S_3_* GFP(+) cells remained alive but did not proliferate. Following 7 days of puromycin selection, GFP(+) cells for those two TF module combinations peeled off the plastic surface and subsequently underwent apoptosis (D). Rare GFP(+) cells were detected in MEFs transduced with *G_4_T_5_M_C_M_1_S_3_*. The GFP(+) cells proliferated in the presence of puromycin (E). Relative gene expression analysis performed on puromycin-selected surviving GFP(+) cells in MEFs transduced with *G_4_T_5_M_C_M_1_S_3_* (F). (**G–I**). Cocultures of transgenic MEFs transduced with the four combinations of TF modules established with freshly isolated neonatal rat ventricular myocytes (NRVMs). Following induction of TF expression for 7 days we assayed cardiac protein expression (Actn2, Tnnt2) and gap junction formation (Gja1). In cocultures where MEFs were transduced with either *G_4_T_5_M_C_M_D_S_F_* or *G_4_T_5_M_C_M_D_S_F_M_1_S_3_* we detected three distinct staining patterns. Firstly, we detected GFP(+) cells with Actn2 or Tnnt2 co-localization. Importantly the cardiac proteins in these cells formed cross-striations (G). Secondly, we detected GFP(+) cells with Actn2 or Tnnt2 co-localization, where however the two cardiac proteins remained unorganized and no cross-striations where detected (H). Thirdly, we detected GFP(+) cells which were negative for either Actn2 or Tnnt2 expression (I). Gja1 staining did not indicate noticeable gap junction formation between the GFP-expressing cells and NRVMs.

We tested whether we could select the GFP(+) MEFs based on the fact that the same cardiac promoter element also controlled expression of PAC (Figure 3D). We added a low concentration of puromycin in the culture medium and monitored the cells temporally. Almost immediately (Day 1–2) it became obvious that puromycin was toxic for the majority of GFP(**−**) cells, while the GFP(+) cells remained unaffected. We did not observe any proliferation in the GFP(+) cell population. On the contrary as more of the surrounding GFP(**−**) cells died, it led to the detachment of GFP(+) cells. This may be an indication that MEFs undergoing reprogramming require a supporting niche provided by the surrounding fibroblasts to survive. We also detected proliferation in GFP(+) MEFs transduced with either *G_4_T_5_M_C_M_1_S_3_* or only *M_1_S_3_*, suggesting that the combination of Mesp1 and SMARCD3 may be inducing transcriptional activation of the transgenic promoter element while at the same time inducing proliferation (Figure 3E). Gene expression analysis performed on proliferative GFP(+) cells demonstrated a large and significant upregulation of endogenous *Myl2*.

Since the puromycin selection experiments suggested that the niche in which MEFs were being cultured may play an important role for their survival and possibly successful cellular reprogramming we tested whether establishing cocultures of pre-transduced MEFs with NRVMs would have an additional cardio-inducing effect. GFP(+) MEFs were readily detected within 2 days of induction of TF expression in cocultures when transduced with either *G_4_T_5_M_C_M_D_S_F_* or *G_4_T_5_M_C_M_D_S_F_M_1_S_3_*. At day 7 we detected three unique phenotypes for the GFP(+) cells: 1) the GFP was co-localized with either Actn2 or Tnnt2 and the two cytoskeletal proteins organized in a cross-striated pattern (Figure 3G); 2) the GFP co-localized with either Actn2 or Tnnt2 but the two proteins were not organized in a cross-striated manner (Figure 3H); and 3) the GFP did not co-localize with either of the two cardiac proteins (Figure 3I). Connexin 43 (Gja1) that should be present along the borders of cardiomyocytes was not detected between the border of the transduced MEFs and NRVMs. We did not assay for fusion events between the GFP(+) cells and the NRVMs.

### Global Transcriptome and Gene Pathway Analysis

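MEFs that carried a lentivirus for M2rtTA, the transactivator that responds to doxycycline, were divided into 4 groups with 3 arrays each. TF group 1 received viruses for 3 factors (GATA4, TBX5 and MEF2C). TF group 2 received 5, with MESP1 and SMARCD3 added, and TF group 3 received 7, with MYOCD and SRF added to those. The negative control received M2rtTA alone. RNA was taken after 7 days of doxycycline, and the labels call the arrays of a group biological replicates. RNA of each whole culture was amplified and hybridized to a 3′ expression array for mouse transcripts, giving 12 arrays. The deposited values are 1 linear signal for each of 22690 probe sets and array. The submitters’ notes name RMA and Partek without versions. The mean signal without the lowest and highest 2% was 500 on each of the 12 arrays, and the array medians lay between 131.5 and 149.7. Between 20.4% and 24.2% of the probe sets of an array lay below a signal of 32 (a log2 value of 5). The signals were taken to log2 without further scaling, and 64 control probe sets were left out. For the remaining 22626 probe sets, limma fitted 1 mean per group over all 12 arrays, with moderated variances. A probe set was called higher or lower at a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 1.5. Where the lower group of a called gene had a mean signal below 32, its fold is given against 32, as at least so many fold. For genes, the probe set with the highest mean over all arrays stood for each of 12393 gene symbols. The members of 21 gene lists, chosen before the data were examined, were counted by their calls, and each list was tested against all other genes with camera of limma at a preset inter-gene correlation of 0.01. These 126 list tests were adjusted together. The number of arrays per group (n = 3 throughout) limits the precision.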

To further ascertain the TFs’ overall effect on global gene expression, we performed microarray gene expression analysis on MEFs transduced with: TF Group 1 (*G_4_T_5_M_C_*), TF Group 2 (*G_4_T_5_M_C_M_1_S_3_*), TF Group 3 (*G_4_T_5_M_C_M_D_S_F_M_1_S_3_*), and negative control. The analysis was performed on the total population of MEFs. We first determined that the reprogrammed cells exhibited a variation in signal intensity for a number of probes (Figure 4A). 

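The signal of Mesp1 followed the delivered factor. Mesp1, a regulator of early cardiac mesoderm, was 16.7-fold higher in TF group 2 and 12-fold higher in TF group 3 than in the negative control (log2 changes 4.06 and 3.59, SE 0.22). In TF group 1, which received no Mesp1 virus, its log2 change was -0.12 (0.14 without replicate 2 of the negative control, and -1.02, called lower, scaled to the poly-A spikes). Smarcd3, a subunit of the BAF chromatin remodelling complex, was 2.28-, 3.12- and 3.62-fold higher in TF groups 1, 2 and 3 (SE of the log2 change 0.13), so it was also higher where its virus was absent (a log2 change of 0.29 there with the arrays scaled to their poly-A spikes, which was not called). At 1 of its 5 probe sets Mef2c was 7.04-, 7.05- and 5.2-fold higher, while log2 changes of the 4 others lay between -0.40 and 1.02, and 1 of these was called, in TF group 1. No Gata4 probe set passed the test, with log2 changes between -0.45 and 1.17. At the brighter of its 2 probe sets Tbx5 had log2 changes of 0.55, 0.01 and 0.10, under the fold threshold in each. Srf was lower in all 3 groups at both of its probe sets, with log2 changes of -0.90, -0.77 and -0.85 at the brighter one. Myocd was called higher in TF group 3 at a probe set with a signal below 32 in both groups (adjusted p = 0.0251), so no fold is given, while the log2 change of its brighter probe set was -0.05 there. That brighter probe set was 1.61-fold higher in TF group 2 (adjusted p = 0.0169), which received no MYOCD virus. The paper’s PCR likewise reports a rise of Myocd only with the factors of TF group 2. The vectors held human cDNAs except for mouse Mesp1. Mouse probe sets may detect the human cDNAs only in part or not at all, which was not tested. Where a group received the virus of a factor, delivered and endogenous transcripts therefore cannot be told apart in these signals. Groups without that virus hold no delivered transcript of it. This applies to Mesp1 and Smarcd3 in TF group 1, and to Myocd and Srf in TF groups 1 and 2. Across the arrays, 10266 of 22626 probe sets differed among the 4 groups (moderated F test of limma, adjusted p under 0.05). Log2 signals correlated between replicates at r = 0.960 to 0.966 across probe sets, and between TF and negative control arrays at 0.922 to 0.933. The median SD between replicates was 0.90 for probe sets with a mean log2 signal below 5 and 0.063 for those above 11, and from dim to bright (below 5, 5 to 7, 7 to 9, 9 to 11 and above 11) 14.8%, 35.2%, 45.1%, 39.6% and 25% were called in at least 1 TF group.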

We selected probe sets exhibiting a significant level of transcript upregulation or downregulation (p-value: <0.05, fold change<or >1.5) in each of the three groups as compared to the control (Figure 4B, Table S3). 

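Several of the largest increases were in genes with little signal in the negative control. Dsp, a protein of desmosomes, was at least 55.5-, 68.7- and 69.3-fold higher in TF groups 1, 2 and 3 (SE of the log2 change 0.10), with a mean log2 signal of 3.72 in the negative control. Car3, a carbonic anhydrase of muscle and fat, was at least 105-fold higher in TF group 2 and at least 166-fold in TF group 3. The neuropeptide gene Grp was at least 158-fold higher in TF group 2 (SE 0.41), and F13a1, a subunit of clotting factor XIII, was at least 109-fold higher in TF group 2 and at least 45.3-fold in TF group 3. Crabp1, a retinoic acid binding protein that was bright in the negative control, was 14.8-fold (log2 change -3.89, SE 0.19) lower in TF group 1, and the chemokine gene Cxcl5 was 13.7-fold (log2 change -3.77, SE 0.32) lower in TF group 3. In TF group 1, 3088 probe sets were called higher and 2049 lower than in the negative control. The counts were 3111 and 2258 in TF group 2, and 3078 and 2117 in TF group 3. In genes, these were 1881 and 1116, 1918 and 1259, and 1847 and 1230 of 12393. With the unadjusted p and the fold change that the study used, 3372, 3396 and 3370 probe sets were higher and 2257, 2480 and 2321 lower. The share of higher among called probe sets was 60.1%, 57.9% and 59.2%, and it depended on the scaling of the arrays. With each array centred on its median it was 45.7%, 47.6% and 46.7%. The poly-A spikes, bacterial transcripts added before amplification, were higher on the TF arrays than on the negative control arrays by 0.81 on the log2 scale, and the 18S rRNA probe sets by 1.19 (exact permutation test, two-sided, p = 0.00455 for each, the smallest that 220 splits allow). With the arrays scaled to these spikes, an alternative added after the data were seen, the median log2 change of all probe sets moved from 0.06, 0.05 and 0.05 to -0.84, -0.69 and -0.74, and 4.3%, 7.6% and 6.2% of the called probe sets were higher.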

By comparing the three sets of probes, we identified a core set of commonly upregulated (1065) or downregulated (980) genes (Figure 4C–D, Table S4).

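Smpx, which encodes a small protein of striated muscle, was among the genes higher in all 3 TF groups, by at least 36.6-, 125- and 81.1-fold (SE of the log2 change 0.36, mean log2 signal in the negative control 3.63). Tnnc1, the troponin C of slow and cardiac muscle, was 25-, 23.7- and 48-fold higher (SE 0.11). Among the genes lower in all 3 groups, the granzyme gene Gzmd was at least 4.78-fold lower in each (SE 0.98; the fitted log2 change of -4.81 in TF group 1 was -3.61 without replicate 2 of TF group 1 and -5.87 without replicate 3 of TF group 1, and that of -5.44 in TF group 2 was -4.76 without replicate 1 of TF group 2) and the transcript U90926 17-, 27.4- and 39.7-fold lower (SE 0.41). In total, 1930 probe sets were higher in all 3 TF groups and carried 1437 gene symbols, and 1347 were lower and carried 913. These are 43.7% of the 4417 probe sets higher in at least 1 group and 43.8% of the 3078 lower in at least 1. Scaled to the poly-A spikes, 342 were higher and 8254 lower in all 3. With the unadjusted p of the study, the counts were 2073 probe sets (1542 genes) higher and 1400 (945 genes) lower. All 3 comparisons share the same 3 negative control arrays. Independent lists of these sizes would share 57.8 higher and 19.1 lower probe sets. Simulated groups without any effect, set against the real controls, shared 0 of either kind at the adjusted p. At the unadjusted p, 100 such simulations shared a mean of 23.1 higher and 25.0 lower probe sets, and 41 and 39 at most. The 3 control arrays are too few to be divided between the comparisons, so part of the overlap may come from the shared controls.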

**Figure 4:**
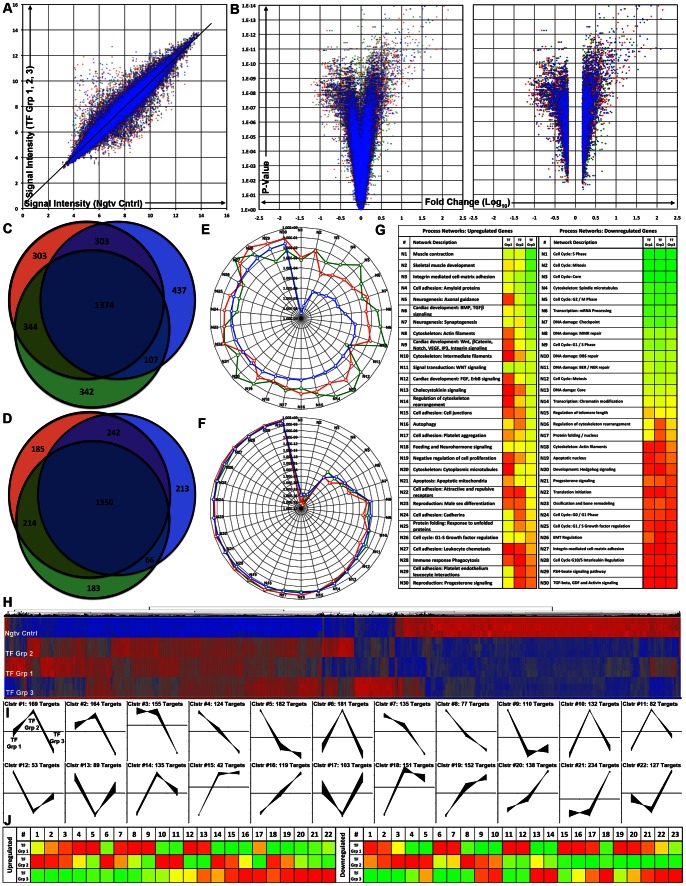
Microarray gene expression analysis performed on populations of reprogrammed MEFs **A**. Plot of signal intensity ratios for each individual chip probe when comparing MEFs transduced with any of the three combinations of TF modules to the negative control (TF Group 1 *G_4_T_5_M_C_* (Green), TF Group 2 *G_4_T_5_M_C_M_1_S_3_* (Red), TF Group 3 *G_4_T_5_M_C_M_D_S_F_M_1_S_3_* (Blue)). **B**. Volcano plots displaying the relationship between the calculated fold change for each individual chip probe (when comparing each of the treated cell groups and the negative control) versus the P-value determined using ANOVA statistical analysis. The graph on the left contains all the chip probes whereas the graph on the right contains only probes that are significantly upregulated or downregulated (Fold Change<or >1.5, p-value <0.05) (TF Group 1 (Green), TF Group 2 (Red), TF Group 3 (Blue)). **C–D**. Venn diagrams displaying the numbers of common probe IDs for either significantly upregulated (C) or significantly downregulated chip probes (D) when comparing each of the treated cell groups and the negative control. The 1374 chip probes common for significantly upregulated genes correspond to 1065 genes whereas the 1350 chip probes common for the significantly downregulated genes correspond to 980 genes (TF Group 1 (Green), TF Group 2 (Red), TF Group 3 (Blue)). **E–G**. Gene process networks that are either activated (E, upregulated genes) or deactivated (F, downregulated genes) in MEFs transduced with the three TF module combinations as compared to negative control, were determined using the Thomson Reuters GeneGo MetaCore™ data meta-analysis tool (TF Group 1 (Green), TF Group 2 (Red), TF Group 3 (Blue)). Based on the list of significantly upregulated or downregulated genes each process network received a p-value indicating the statistical probability that the network is affected in the population of reprogrammed cells. The range of calculated p-values for each process network is graphically represented with a green to red color range (G). Activated networks: Lowest p-value: 3.16×10^−9^ (Green) and highest p-value: 6.53×10^−1^ (Red). Deactivated networks: Lowest p-value: 2.40×10^−40^ and highest p-value: 7.06×10^−1^ (Red). **H**. Graphical representation of hierarchical clustering analysis performed on the union of all of the significantly upregulated (Red, +2.69) or significantly downregulated genes (Blue, −2.69). **I–J**. Graphical representation of self-organizing map clustering analysis performed on the union of all of the significantly upregulated or significantly downregulated genes. We detected 22 unique self-organized gene groups for the upregulated genes (I) and 23 unique self-organized gene groups for the downregulated genes. Graphical representation of a normalized average gene expression pattern for each of the unique groups identified by self-organizing map clustering analysis for the three combinations of transcriptional modules (J) (Range: −1.5/Green to 1.5/Red).

We implemented a pathway analysis tool to identify molecular pathways that were activated or inactivated in the cells undergoing epigenetic reprogramming. Previously described gene pathway networks received a calculated p-value based on the ratio of present-to-absent gene targets (Figure 4E–G). The cardio-inducing effect of TF group 3 was determined to be significantly higher as compared to that of TF group 1 or TF group 2 as it received significantly lower p-values for several cardiac-specific pathway networks. On the other hand, we detected a high level of alignment in all downregulated molecular pathways amongst all three TF groups. 

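Several genes of the cardiac sarcomere were higher in the TF groups, and some of them highest in TF group 3. Tnnt2, the troponin T of cardiac muscle (2 probe sets), was 18.3-, 21.4- and 58-fold higher than in the negative control in TF groups 1, 2 and 3 (SE of the log2 change 0.05; adjusted p = 2.37e-10, 1.46e-10 and 1.09e-11). Actc1, the cardiac actin, was 1.88-fold higher in TF group 2 and 12.7-fold in TF group 3, where it exceeded TF group 2 by 6.75-fold (SE 0.23, adjusted p = 9.28e-05). Nppa, the atrial natriuretic peptide, was 3-, 3.92- and 45.1-fold higher, and 11.5-fold higher in TF group 3 than in TF group 2. Myh6, the alpha myosin heavy chain, was at least 6.49-fold higher in TF group 3 (SE 1.18, adjusted p = 0.00266), and by 2.26 on the log2 scale with an offset of 50 added before log2; its other probe set was not called. Casq2, which stores calcium in the sarcoplasmic reticulum, was 2.85-, 10.6- and 23.7-fold higher. Scaled to the poly-A spikes, Actc1 in TF group 2 and Nppa and Casq2 in TF group 1 were not called (log2 changes 0.17, 0.69 and 0.61). Others were not highest in TF group 3. Mybpc3, a myosin-binding protein, was 12.9-fold higher in TF group 1 and 24.4-fold in TF group 2 than in the negative control, and Lmod2 was at least 2.98-fold (fitted log2 change -4.03, -3.38 without replicate 2 of TF group 3) and Ttn 3.04-fold lower in TF group 3 than in TF group 2. Of 29 sarcomere genes measured, 19 rose and none fell in TF group 3 (median log2 change 1.50, or 0.71 scaled to the poly-A spikes; adjusted p = 1.09e-06). In TF group 2, 16 rose and none fell (1.37, or 0.63 scaled to the poly-A spikes; adjusted p = 0.000244, but adjusted p = 0.0503 with an estimated correlation). In TF group 1, 11 rose and 1 fell (median 0.71, but -0.19 with the arrays scaled to their poly-A spikes; adjusted p = 0.00453, but adjusted p = 0.127 with an estimated correlation). Adjusted over the list alone, the counts of genes that rose were 19, 17 and 11. Compared directly, 10 sarcomere genes were higher and 1 lower in TF group 3 than in TF group 1 (adjusted p = 9.6e-06; 11 and 2 adjusted over the list alone). Against TF group 2, 8 were higher and 5 lower (adjusted p = 0.00277, but adjusted p = 0.109 with an estimated correlation; 8 and 6 adjusted over the list alone). TF group 2 exceeded TF group 1 at 6 genes and fell below it at 1 (adjusted p = 0.00739, but adjusted p = 0.135 with an estimated correlation; 7 and 1 adjusted over the list alone). Of 32 genes of calcium handling and ion channels, 4, 6 and 5 were higher and 2, 1 and 1 lower in TF groups 1, 2 and 3, with the same counts adjusted over the list alone, and the list did not pass the test (adjusted p = 0.862, 0.693 and 0.693). Of 23 cardiac transcription factors, 4, 7 and 7 were higher and 1, 1 and 2 lower, again with the same counts adjusted over the list alone (adjusted p = 0.553, 0.268 and 0.241). These include delivered factors, and Nkx2-5 (-0.44), Hand2 (0.14) and Gata4 (0.38) had log2 changes in TF group 3 that did not pass; scaled to the poly-A spikes, Nkx2-5 (-1.24, adjusted p = 0.0244) and Hand2 (-0.65, adjusted p = 0.00638) were called lower, and Gata4 was -0.51 without replicate 1 of the negative control. From the p-values of cardiac pathway networks, which were lower for TF group 3, the paper concludes that TF group 3 had a higher cardio-inducing effect than TF groups 1 and 2.

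**Figure D1:**
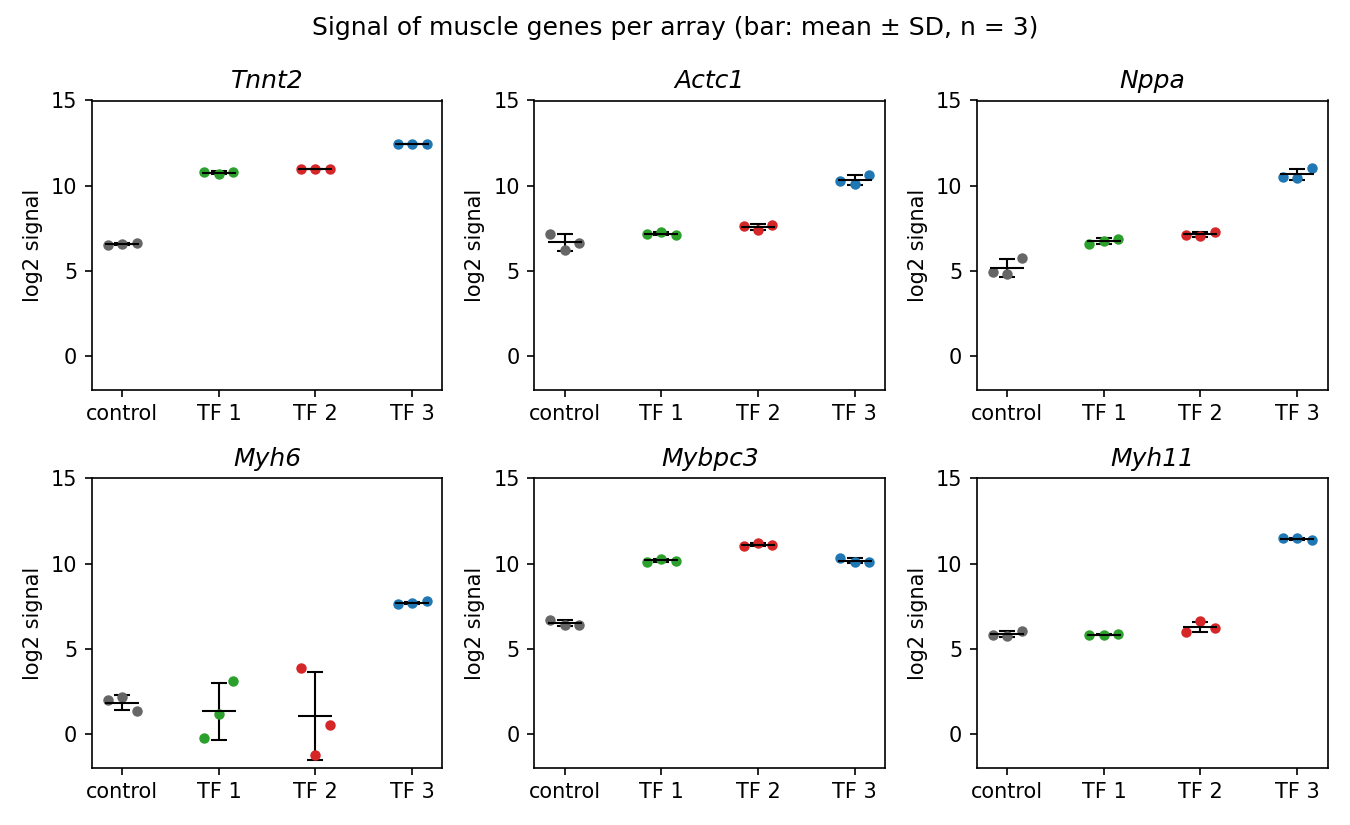
Log2 signal of Tnnt2, Actc1, Nppa, Myh6, Mybpc3 and Myh11 on each of the 12 arrays, by group (points, arrays; bars, mean ± SD, n = 3). Each of these except Mybpc3 is highest on the 3 arrays of TF group 3.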

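Genes of mRNA processing and DNA repair fell in every TF group. Of 30 genes of mRNA processing, 13, 15 and 15 fell in TF groups 1, 2 and 3 and none rose, and the counts were the same adjusted over the list alone (median log2 changes -0.51, -0.60 and -0.58, or -1.40, -1.34 and -1.38 scaled to the poly-A spikes; adjusted p = 4.9e-12, 3e-12 and 2.36e-12). Snrpa1, a protein of the U2 spliceosomal particle, was 3.06-, 2.85- and 2.68-fold lower (SE of the log2 change 0.09), and the RNA-binding Hnrnpd 2.18-, 2.68- and 2.49-fold lower (SE 0.07). Of 26 DNA repair genes, 17, 16 and 15 fell and none rose, or 18, 16 and 16 adjusted over the list alone (medians -1.13, -1.17 and -1.12, or -2.03, -1.91 and -1.91 scaled to the poly-A spikes; adjusted p = 5.54e-08, 4.65e-07 and 2.46e-07). Brca1 was 5.3-, 6.24- and 3.59-fold lower, though the mean of its probe sets was not called (adjusted p = 0.11, 0.057 and 0.099). Between TF groups, no mRNA processing gene was called, and the list was lower in TF group 2 than in TF group 1 (median -0.06, but 0.10 scaled to the poly-A spikes; adjusted p = 0.0388, and adjusted p = 0.135 with an estimated correlation). Of the probe sets called lower, TF groups 1 and 2 shared 1592, TF groups 2 and 3 shared 1646 and TF groups 1 and 3 shared 1455, where independent lists would share 204.5, 211.3 and 191.7. For probe sets called higher, the shared counts were 2357, 2299 and 2134, against 424.6, 423.2 and 420.1. Only 39 probe sets were higher in 1 TF group and lower in another. Log2 fold changes against the negative control correlated at r = 0.791 (TF groups 1 and 2), 0.809 (2 and 3) and 0.748 (1 and 3) across probe sets, which are not independent replicates. Simulated groups without any effect gave 0.50 with these controls. The covariances were 0.565, 0.604 and 0.520, against a simulated 0.0927 from the shared controls.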

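All 39 mitosis genes measured fell in TF groups 1, 2 and 3, also when adjusted over the list alone. Their median was 5.55-, 7.5- and 5.82-fold lower than in the negative control (log2 changes -2.47, -2.91 and -2.54, or -3.37, -3.65 and -3.33 scaled to the poly-A spikes; adjusted p = 4.03e-26, 6.77e-26 and 1.3e-25, and 0.0156 in each with an estimated correlation). Birc5 (survivin), which acts in chromosome segregation, was 12.4-, 16.1- and 14.4-fold lower (SE of the log2 change 0.12). The proliferation marker Mki67 was 10.7-, 14.2- and 10.3-fold lower (SE 0.14), and Bub1, a kinase of the spindle checkpoint, was 17.1-fold lower in TF group 2. Of 37 S phase genes, 35, 35 and 36 fell and none rose, with the same counts adjusted over the list alone (medians -1.67, -1.93 and -1.77, or -2.57, -2.66 and -2.57 scaled to the poly-A spikes; adjusted p = 1.47e-23, 9.24e-23 and 9.63e-23). Mcm5, of the replicative helicase, was 7.6-, 9.46- and 8.16-fold lower (SE 0.12), and Prim1, of the DNA primase, 8.48-, 10.4- and 9.78-fold lower. Differences between TF groups were small beside these falls. The median mitosis gene was higher by 0.31 on the log2 scale in TF group 3 than in TF group 2, with 3 genes called higher and 1 lower, or 5 and 1 adjusted over the list alone (adjusted p = 3.32e-05, but adjusted p = 0.259 with an estimated correlation). It had a log2 change of -0.32 in TF group 2 against TF group 1, with 3 genes lower (adjusted p = 2.41e-05, but adjusted p = 0.253 with an estimated correlation). The S phase list moved the same way (adjusted p = 0.00123 and 0.000512, but adjusted p = 0.182 and 0.154 with an estimated correlation), with 1 gene called higher and 1 lower in the first and none in the second of these comparisons.

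**Figure D2:**
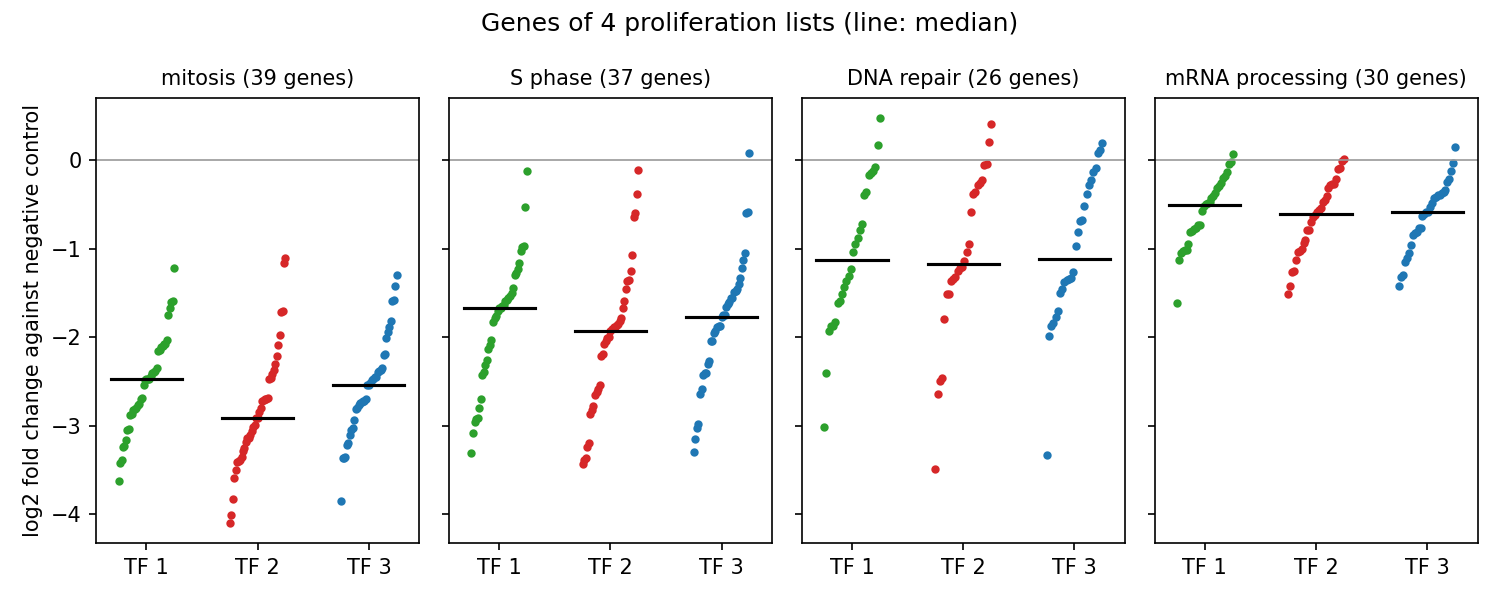
Log2 fold change against the negative control of each measured gene (points) of the mitosis, S phase, DNA repair and mRNA processing lists in TF groups 1, 2 and 3, with the median of the list as a line (n = 3 arrays per group). All 39 mitosis genes lie below 0 in each TF group.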

Notably downregulated pathways with the highest significance were related to some aspect of cell cycle control, indicating that cell division in general was significantly downregulated in the reprogrammed cells irrespective of the TF group applied and alluding to a common effect of GATA4, TBX5, and MEF2C.

Hierarchical clustering analysis performed on all probes exhibiting significant upregulation or downregulation in at least one of the three cell groups revealed particular probe set subgroups that differed in their level of gene expression (Figure 4H). 

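Genes that differed most between the TF groups included Lhx1, a homeobox transcription factor, which was at least 9.57-fold higher in TF group 3 than in TF group 2 and than in TF group 1 (SE of the log2 change 0.77; fitted against TF group 1 6.06, or 5.47 without replicate 2 of TF group 1). Sez6l2, a membrane protein of neurons, was 26.5-fold and 26.2-fold higher in the same comparisons (SE 0.23). Others separated TF group 1 from both groups that received MESP1 and SMARCD3. The carbonic anhydrase Car2 was 42.8-fold higher in TF group 2 and 51.3-fold higher in TF group 3 than in TF group 1 (SE 0.18), and Myl1, a myosin light chain of fast skeletal muscle, was at least 267-fold and at least 122-fold higher (mean log2 signal in TF group 1 4.78). Egfl6, a secreted matrix protein, was at least 7.53-fold lower in TF group 3 than in TF group 1. In total, 809 probe sets were called between TF groups 3 and 2 (494 higher and 315 lower in TF group 3). TF group 3 differed from TF group 1 at 1279 (687 higher and 592 lower) and TF group 2 from TF group 1 at 739 (384 higher and 355 lower). Scaled to the poly-A spikes, 145 were higher and 93 lower in TF group 3 than in TF group 2, 401 and 142 than in TF group 1, and 222 and 51 in TF group 2 than in TF group 1. The spikes spread more on the control arrays (SD 0.4) than on the TF arrays (SD 0.1), and the variance is pooled over all 12 arrays. Calls between TF groups that were lost with this scaling cannot be told from that added spread. Of 7456 probe sets called against the negative control in at least 1 TF group, 1580 (21.2%) were also called between TF groups. Hierarchical clustering of the arrays on these 7456 probe sets gave 4 clusters that matched the 4 groups, but they were chosen for differing from the negative control, so its separation was fixed by that choice. TF group 2 joined TF group 3 before TF group 1. Over all probe sets, the first principal component held 30.9% of the variance and the second 11.5%.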

We hypothesized that the differences recorded across the three cell groups were the result of a varying effect on activation or repression of downstream targets. To further differentiate the cardio-inducing effect between the three TF groups, we performed self-organizing map clustering analysis and ultimately organized the probe sets into unique clusters for upregulated or downregulated genes (Figure 4I–J, Table S5). We then performed pathway analysis on individual groups of clustered genes (Figure S8). 

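The clusters of the study are held here only in part, so the split was made from the arrays themselves. Of 2652 genes higher than the negative control in at least 1 TF group, 465 (17.5%) were lower in TF group 3 than in the mean of TF groups 1 and 2 (limma, adjusted p under 0.05). They were 194 when TF group 3 had to differ from both, and 46 when scaled to the poly-A spikes. Notch3, a Notch receptor, was 3.3-, 4.73- and 2.99-fold higher than the negative control in TF groups 1, 2 and 3 (SE of the log2 change 0.11) and 1.58-fold lower in TF group 3 than in TF group 2. Psen2, a subunit of the gamma-secretase that cleaves Notch, was 3.4-, 2.35- and 2.1-fold higher and 1.62-fold lower in TF group 3 than in TF group 1, but the mean of its probe sets was called in none of these comparisons (log2 changes 0.45, 0.38, 0.52 and 0.08). Scaled to the poly-A spikes, Notch3 did not pass between TF groups 3 and 2 (-0.72), where the spread of the control spikes enters the pooled variance. With that scaling Psen2 was not called in TF groups 2 and 3 (0.49 and 0.28) or in TF group 3 against TF group 1 (-0.59). Notch3 and Psen2 were the 2 of 4 Notch signalling genes in this part of the split, where 0.7 would be there by chance (Fisher exact test, two-sided, adjusted p = 0.587). Lum, a proteoglycan of collagen fibrils, was 3.47-fold higher in TF group 1 but 12.7-fold lower in TF group 3 than in TF group 1 (log2 change -3.67, SE 0.43, -4.27 without replicate 2 of TF group 3), and the first of these calls was lost when scaled to the poly-A spikes (adjusted p = 0.108). In the same part of the split lay 4 of 8 matrix remodelling genes (Ctsb, Mmp19, Mmp2 and Plat, adjusted p = 0.295) and 3 of 4 fibroblast matrix genes (Dcn, Fbln1 and Lum, adjusted p = 0.255), where 1.4 and 0.7 would be there by chance. It also held 3 of 20 cardiac sarcomere genes (Mybpc3, Myoz2 and Tnni1, adjusted p = 1) and none of 18 cell adhesion genes (adjusted p = 0.3). No list of the 21 passed the test among these 465 genes. Members were named here after their values were seen. Against the negative control, 2, 4 and 2 of 24 Notch signalling genes were higher and 4, 5 and 3 lower (adjusted p = 0.545, 0.693 and 0.83). Of 22 matrix remodelling genes, 6, 4 and 4 were higher and 5, 6 and 5 lower (adjusted p = 0.707, 0.693 and 0.775). Adjusted over the list alone, these counts were the same. The median, the mean and the test differed in sign for the matrix remodelling list in each TF group and for the Notch list in TF groups 2 and 3. The matrix remodelling list was lower in TF group 2 than in TF group 1, with 3 genes lower or 4 adjusted over the list alone (median -0.16, but 0.01 scaled to the poly-A spikes; adjusted p = 0.00266, and adjusted p = 0.144 with an estimated correlation).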

Upregulated clusters #1–8 containing genes with a lower expression level in TF group 3 received the lowest p-values (highest significance) for network pathways including notch signaling, amyloid protein-based cell adhesion and ECM remodeling but no cardiac specific process networks. 

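Of the 2652 genes higher than the negative control in at least 1 TF group, 414 (15.6%) were higher in TF group 3 than in the mean of TF groups 1 and 2, or 218 when TF group 3 had to differ from both and 89 when scaled to the poly-A spikes. Genes of the cardiac sarcomere were over-represented among them. Of 20 cardiac sarcomere genes, 9 lay in this part of the split (Actc1, Ankrd1, Cryab, Des, Myh6, Myl2, Myom1, Tnnc1 and Tnnt2), where 3.12 would be there by chance (Fisher exact test, two-sided, adjusted p = 0.0357). Genes called in TF group 3 alone enter this part more easily; without them, a test added after the values were seen, it held 6 of 17 against 1.72 by chance (unadjusted p = 0.00476). Ankrd1, a stress-responsive protein of the sarcomere, was 3.46-fold higher in TF group 3 than in TF group 1. Of 6 smooth muscle genes, 5 lay there (Kcnmb1, Lmod1, Mrvi1, Myh11 and Mylk). All 5 were called higher than the negative control in TF group 3 alone, so their place in the split is set by that call and is no test. Lmod1 was also called lower than the negative control in at least 1 other TF group. Myh11, the myosin heavy chain of smooth muscle, was 48.4-fold (log2 change 5.60, SE 0.14) higher in TF group 3 than in the negative control, 36.3-fold higher than in TF group 2 and 49.4-fold higher than in TF group 1. Mylk, the kinase of the myosin light chain, was 5.84-fold higher than the negative control, and Kcnmb1, a potassium channel subunit, 5.55-fold higher. Of 8 skeletal muscle genes, 4 lay there (Cav3, Myl1, Mylpf and Tnnt1, adjusted p = 0.255). Members were named here after their values were seen. All 18 smooth muscle genes measured were also tested as a list. In TF group 3, 7 were higher and none lower than in TF group 2 (median log2 change 0.43, adjusted p = 1.2e-10), and 8 higher and none lower than in TF group 1, or 9 adjusted over the list alone (median 0.58, adjusted p = 5.92e-10). Against the negative control, 5 rose and none fell in TF group 3 (median 0.26, but -0.53 scaled to the poly-A spikes; adjusted p = 0.196), 3 fell and none rose in TF group 2 (adjusted p = 0.0387, but adjusted p = 0.18 with an estimated correlation), and 1 rose and 4 fell in TF group 1 (adjusted p = 0.00218, but adjusted p = 0.0674 with an estimated correlation). Of 27 skeletal muscle genes, 6 were higher and 1 lower in TF group 3 than in TF group 1 (adjusted p = 0.019, but adjusted p = 0.136 with an estimated correlation). Against the negative control, 3, 5 and 8 were higher and 2, 2 and 1 lower, with the same counts adjusted over the list alone (adjusted p = 0.862, 0.73 and 0.359). Scaled to the poly-A spikes, the skeletal muscle list was called in TF groups 2 and 3 (adjusted p = 0.034 and 0.000686). Its medians of 0.07, 0.21 and 0.26 turned to -0.83, -0.53 and -0.53 with that scaling. Without it, the median and mean of this list in TF group 1 were above 0 while the test, which weighs it against all genes, pointed down.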

Upregulated clusters #15–22 containing genes with a higher expression level detected in TF group 3 received the lowest p-value for cardiac and muscle specific process networks including muscle contraction, skeletal muscle development, and cardiac development indicative of the significantly higher cardio-inducing potential of TF group 3 as compared to TF groups 1 and 2. Moreover, downregulated clusters 1–3, 6–7, 11, 12, and 15 containing genes with a lower expression level detected in cells transduced with TF group 3 received the lowest p-value for network pathways associated with cell cycle regulation. 

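Of 1713 genes lower than the negative control in at least 1 TF group, 221 (12.9%) were lower in TF group 3 than in the mean of TF groups 1 and 2, or 73 when TF group 3 had to differ from both and 62 when scaled to the poly-A spikes. Genes of the fibroblast matrix were over-represented among them, with 6 of 11 (Col6a1, Loxl1, Lum, Pdgfra, Prrx1 and S100a4) where 1.42 would be there by chance (Fisher exact test, two-sided, adjusted p = 0.0239). Without genes called in TF group 3 alone, a test added after the values were seen, it was 5 of 10 against 0.82 (unadjusted p = 0.00062). In TF group 3, 11 of 29 fibroblast matrix genes fell and 1 rose (median log2 change -0.26, or -1.05 scaled to the poly-A spikes; adjusted p = 0.00106). Mfap5, a protein of microfibrils, was 4.25-, 2.89- and 4.12-fold lower than the negative control in TF groups 1, 2 and 3 (SE of the log2 change 0.10), and the transcription factor Twist2 2.5-, 2.28- and 2.59-fold lower. Col1a1 (-0.26) and Col1a2 (0.03), the collagens of type I, did not pass the test in TF group 3, but were called lower when scaled to the poly-A spikes (-1.05 and -0.77, adjusted p = 0.00184 and 0.00941). In TF group 2, 10 fibroblast matrix genes fell and 3 rose (median -0.31, or -1.05 scaled to the poly-A spikes; adjusted p = 0.00783, but adjusted p = 0.0611 with an estimated correlation), and in TF group 1 the list did not pass the test, with 4 lower and 2 higher (adjusted p = 0.436). The counts against the negative control were the same adjusted over the list alone. Compared with TF group 1, 6 genes were lower and 1 higher in TF group 3 (adjusted p = 1.14e-06). In TF group 2, 1 was lower and 2 higher than in TF group 1, or 2 and 2 adjusted over the list alone, while the median fell by 0.28 on the log2 scale (a change of -0.12 scaled to the poly-A spikes; adjusted p = 1.4e-05). TF group 3 had 3 lower than TF group 2 (adjusted p = 0.147). The cell cycle genes of the same split lay mostly in neither part. Of 39 mitosis genes, 1 (Cenpa) was among the 221, where 5.03 would be there by chance (adjusted p = 0.435), and 2 (Anln and Spag5) were among the genes higher in TF group 3. None of 36 S phase genes (adjusted p = 0.144) and none of 17 DNA repair genes (adjusted p = 0.579) was among the 221, against 4.64 and 2.19 by chance, while 4 (Gins1, Pole, Rrm2 and Slbp) and 2 (Brca1 and Parp1) were among those higher in TF group 3. Members were named here after their values were seen.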

Downregulated clusters 13, 14, 18, 22, 23 containing genes with a higher expression level detected in cells transduced with TF group 3 received low p-values for network pathways including muscle and cardiac specific ones, further indicating the increased cardio-inducing potential of TF group 3.

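Of the 1713 genes lower than the negative control in at least 1 TF group, 201 (11.7%) were higher in TF group 3 than in the mean of TF groups 1 and 2, or 108 when TF group 3 had to differ from both and 131 when scaled to the poly-A spikes. All 4 smooth muscle genes of the 1713 were among them (Actg2, Cnn1, Lmod1 and Smtn). None of the 4 was called lower in TF group 3, so their place in the split follows from the calls in TF groups 1 and 2 and is no test. Actg2, the gamma actin of smooth muscle, was 3.03-fold lower in TF group 1 and 2.29-fold lower in TF group 2 than in the negative control, and 3.33-fold (log2 change 1.73, SE 0.12) higher in TF group 3 than in TF group 2. Cnn1 (calponin) was 2.52-fold and 2.42-fold lower in TF groups 1 and 2. Both skeletal muscle genes of the 1713 were there as well (Acta1 and Eno3; Fisher exact test, two-sided, adjusted p = 0.144). Acta1, the actin of skeletal muscle, was 6.62-, 6.35- and 2.61-fold lower than the negative control in TF groups 1, 2 and 3 (SE of the log2 change 0.08). The 1 cardiac sarcomere gene of the 1713, Myl2, was among the 201 (adjusted p = 0.542). Myl2, the regulatory light chain of ventricular myosin, was at least 1.34-fold lower in TF group 1 and 3.34-fold higher in TF group 3 than in the negative control (SE 0.21). With an offset of 50 added before log2, chosen after the values were seen, its fall in TF group 1 was under the fold threshold (log2 change -0.41). Members were named here after their values were seen.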

Finally we evaluated the capacity of the three TF groups to induce cardiac cellular reprogramming in MEFs as compared to the effect described in a recent study reporting the successful *in vitro* reprogramming of cardiac fibroblasts into induced cardiomyocytes (iCM) [10]. We performed a network pathway analysis on genes selectively upregulated or downregulated in all three TF groups, heart control, and iCM (Figure S9A–C). Although TF group 1 is comprised of the same set of TF as the ones used in this study (main difference being that we used the human gene orthologs), we observed the closest correlation for upregulated genes between our TF group 3 and their TF group with both being closest to the heart control as compared to TF group 1 and 2. Moreover, for the downregulated genes the iCM cells were the furthest away from the heart control indicative of the lack of correlation between the two.

### Culture Conditions Enhance the Degree of Cytoskeletal Organization of Cardiac-specific Proteins

In addition to the evidence that short-term overexpression of certain TF module combinations led to transcriptional activation of cardiac-specific genes and expression of cardiac-specific proteins (although not properly organized), we examined whether the culture conditions would enhance this cardio-inducing effect. We screened three different media formulations including: a basic fibroblast growth medium (FGM), a cardiomyocyte growth medium (CGM), and a low serum growth medium (LSGM). We also examined whether extracellular matrix proteins may have a cardio-inducing effect by utilizing either gelatin or poly-l-lysine coated substrates [39]. Finally we examined the cardio-inducing effect of a JAK inhibitor which has been recently shown to enhance the cellular reprogramming capacity of mouse fibroblasts into cardiomyocytes [13].

We did not detect cross-striated Actn2(+)/Tnnt2(+) cells following culture of any of the four induced cell populations in either of the two culture medium formulations containing high serum concentrations (FGM or CGM). We detected rare events where cells expressed the two proteins without however organizing them in a cross-striated manner. When culturing the cells in LSGM, however, we readily detected Actn2(+)/Tnnt2(+) cross-striated cells (Figure 5B, D, F, H). No Actn2(+)/Tnnt2(+) single or double-positive cells were detected in the negative control cell group (Figure 5A). We determined that Tnnt2 expression always coincided with Actn2 expression whereas Actn2 was detected in Tnnt2(**−**) cells. Tnnt2 expression was detected in all cross-striated cells indicating that the particular marker is more specific for the detection of cardiomyocytes. Cross-striations were detected in all four cell groups, although we detected a significantly higher percentage of these cells when using either *G_4_T_5_M_C_M_D_S_F_* (0.75±0.34%) or *G_4_T_5_M_C_M_D_S_F_M_1_S_3_* (0.58±0.13%) (Figure 5O). Additionally unlike the high level of cell proliferation observed when using the high serum media, very low levels of cell proliferation were detected when using LSGM and so both the density of the total number of cells as well as the density of the Tnnt2 positive cells was low even following 10 days of culture. We did not detect any significant cardio-inducing effect when culturing the cells on the two different extracellular matrix proteins. We did detect a small but significant cardio-inducing effect when using the JAK inhibitor leading to an average fold change of 1.73±0.32 (p-value: 0.006) in the amount of Tnnt2 positive cells detected. We also detected double positive Actn2(+)/Tnnt2(+) cells that did not organize the cytoskeletal proteins into cross-striated sarcomeres indicating that cellular reprogramming may have multiple stages of which not all are completed in target cells (Figure 5C, E, G, I). Over time we detected fewer cross-striated cells, and by day 30, the majority of double positive cells were not cross-striated indicating that the reprogrammed cells may require additional signaling for their long term survival and maintenance. Finally, we detected increased levels of Nppa protein expression in all four cell groups and in particular in the cells transduced with either *G_4_T_5_M_C_M_D_S_F_* or *G_4_T_5_M_C_M_D_S_F_M_1_S_3_* which closely correlates with the relative gene expression data reported earlier (Figure 5J–N).

**Figure 5:**
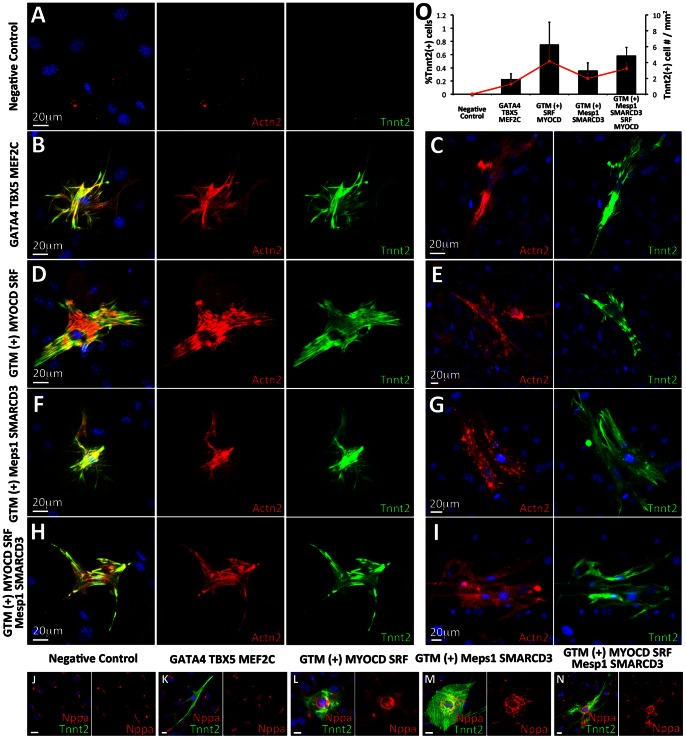
Reprogrammed MEFs express cardiac specific proteins and organize them in a cross-striated manner **A–I.** Induction of TF overexpression for 7 days in MEFs transduced with only FUW.M2rtTA or the four listed combinations of TF modules. The reprogrammed cells were cultured on gelatin-coated plastic in low serum growth medium. Using double-antibody immunofluorescence analysis (Actn2/Red, Tnnt2/Green) we detected cells expressing both cardiac proteins and organizing them in a cross-striated manner resembling cardiomyocytes (B, D, F, H). We detected significantly more double-positive cells in MEFs transduced with *G_4_T_5_M_C_M_D_S_F_*. For each of the transcriptional module combinations we also detected double-positive cells without any obvious cross-striated cytoskeletal organization (C, E, G, I). No Actn2, or Tnnt2 cross-striated expression was detected in the negative control cells. **J–N**. The Tnnt2 expressing cells also stained positive for the atrial protein marker Nppa. **O**. Quantification of the fraction of cells staining positive for the Tnnt2 cardiac protein (low serum growth medium) as compared to the total number of cells (black columns) and measurement of the fraction of Tnnt2-expressing cells per square millimeter (red line). Results are based on biological triplicates. Error bars represent calculated standard deviation. All four cell groups had a significant increase in the number of Tnnt2(+) cells as compared to the negative control group (P<0.01). Cells transduced with either *G_4_T_5_M_C_M_D_S_F_* (P<0.01), *G_4_T_5_M_C_M_D_S_F_M_1_S_3_* (P<0.05), *G_4_T_5_M_C_M_D_S_F_M_1_S_3_* (P<0.01) also had a significant increase in the number of Tnnt2(+) cells as compared to cells transduced with *G_4_T_5_M_C_*.

### Electrophysiological Characterization of Reprogrammed Cells

We set out to examine the electrophysiological characteristics of MEFs transduced with the various combinations of TF modules. We first performed sharp electrode intracellular recording of resting membrane potential (RMP) in MEFs containing the TNNT2-copGFP reporter vector (Figure 6A–B). NRVMs were used as positive control cells and their RMP was determined to be −75.78±3.14 mV (n = 8). Although the TNNT2-copGFP reporter vector was previously shown to have a GFP expression pattern that closely resembled the transcriptional activation of the endogenous *Tnnt2* gene locus (Figure 1D), we chose to perform the recordings on both GFP(+) and GFP(**−**) cells to account for any leakiness of GFP expression. We did not detect any significant differences in RMP amongst the GFP(+) or GFP(**−**) cells for all experimental groups or when comparing GFP(+) to GFP(**−**) cells (Figure 6B). We also recorded the RMP of GFP(+) transgenic mouse-derived MEFs (Myh6.eGFP) transduced with *G_4_T_5_M_C_M_D_S_F_M_1_S_3_* but their RMP (**−**31.15±10.46 mV, n = 12) was not significantly different from that recorded from negative control cells.

**Figure 6:**
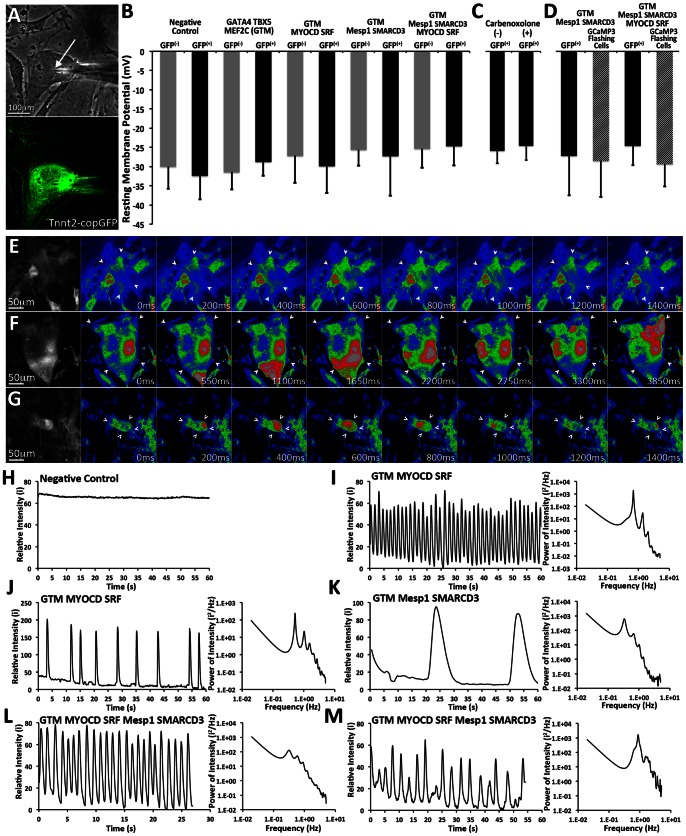
Electrophysiological characterization of reprogrammed cells. A–B. A–B. Recordings of RMP were performed using a sharp intracellular microelectrode (white arrow). RMP measurements were performed for either GFP(+) or GFP(**−**) cells in groups of MEFs transduced with either *G_4_T_5_M_C_* (n = 8 & 9), *G_4_T_5_M_C_M_D_S_F_* (n = 7 & 6), *G_4_T_5_M_C_M_1_S_3_* (n = 7 & 8), *G_4_T_5_M_C_M_D_S_F_M_1_S_3_* (n = 9 & 7), and negative control (n = 6 & 7). ANOVA was used to determine whether significant differences existed in the measured membrane resting potentials amongst the reported cell groups or between the GFP(+) and GFP(**−**) cell populations within each cell group. (One *for p-value <0.05, Two *for p-value <0.01). NRVMs as positive control (RMP: −75.78±3.14 mV, n = 8). Error bars represent calculated standard deviation. **C**. Sharp microelectrode recordings of RMP performed on GFP(+) cells in the presence or absence of 200 µM carbenoxolone, a gap junction uncoupler (n = 8 & 6). Error bars represent calculated standard deviation. **D**. MEFs were first transduced with either TNNT2.copGFP or TNNT2.GCaMP3 (conditional expression of fluorescent marker under the control of the TNNT2 promoter) and subsequently with the various combinations of TF modules. Sharp microelectrode recordings were performed on either GFP(+) cells or GCaMP3(+) cells that were also exhibiting regular GCaMP3 flashing (n = 8, 4, 7, & 9). Error bars represent calculated standard deviation. **E–G**. Serial frame images of individual cells GCaMP3 exhibiting flashing GCaMP3 signal (white arrows). Flashing GCaMP3 activity was detected in cells transduced with *G_4_T_5_M_C_M_D_S_F_* (E), *G_4_T_5_M_C_M_1_S_3_* (F), and *G_4_T_5_M_C_M_D_S_F_M_1_S_3_* (G). The rightmost panels show black and white images of the acquired flashing cells while the rest show color-coded RGB images based on signal intensity (Dark Blue Lowest intensity, Bright Red Highest Intensity). **H–M**. Plots (left panels) displaying the relative signal intensity for GCaMP3 over time in regions within cells exhibiting GCaMP3 flashing: Negative control (H), *G_4_T_5_M_C_M_D_S_F_* (I, J), *G_4_T_5_M_C_M_1_S_3_* (K), *G_4_T_5_M_C_M_D_S_F_M_1_S_3_* (L, M).

To investigate whether the recorded RMP in GFP(+) cells was influenced by potential intercellular coupling to surrounding cells via electrotonic loading [40], intracellular recordings were repeated on GFP(+) cells in the presence of 200 µM carbenoxolone, a gap junctional uncoupler [41]. Again no significant difference in RMP was observed in GFP(+) cells before (**−**28.7±3.7 mV, n = 9) or after (**−**27.3±4.2 mV, n = 6) the addition of carbenoxolone (Figure 6C).

To determine whether the reprogrammed cells cycle cytoplasmic Ca^2+^, we transduced MEFs with a lentivirus that constitutively expresses the genetically encoded calcium indicator GCaMP3 [24], [42]. Intracellular Ca^2+^ concentration fluctuations can be detected as Ca^2+^ binds to GCaMP3 and produces a transient increase in the intensity of its fluorescent signal.

Following, induction of TF module expression for 7 days we readily detected single cells or small groups of cells with a flashing GFP signal in MEFs transduced with either *G_4_T_5_M_C_M_D_S_F_* or *G_4_T_5_M_C_M_D_S_F_M_1_S_3_* (Figure 6E, 6G, Movie S2, Movie S4). We detected and recorded cells with fast and regular (Figure 6I, L), or slower and irregular Ca^2+^ transients (Figure 6J, M). Furthermore, calculating and plotting the GCaMP3 signal spectral intensity allowed us to study the multiple frequencies incorporated in the intensity signal as well as identify the primary frequency of that signal. The range of the primary frequencies was determined to be between 0.31 Hz and 0.89 Hz for the two transcription factor combinations. We also detected rare events of Ca^2+^ cycling in cells transduced with *G_4_T_5_M_C_M_1_S_3_* although the kinetics of Ca^2+^ release within these cells was very slow, and significantly different from that observed for the other two transcriptional module combinations (Figure 6K, Movie S3). We did not detect any changes in fluorescence intensity in the negative control cell population, indicating the absence of calcium cycling in those cells over an observation period of minutes (Figure 6H).

Finally, we recorded the resting membrane potential of reprogrammed flashing cells. To control for potential leaky activity of the reporter vectors, we utilized a reporter vector in which GCaMP3 expression was controlled by the cardiac Troponin promoter. MEFs were either transduced with TNNT2.copGFP or TNNT2.GCaMP3 and RMP measurements were recorded from either GFP(+) or GCaMP3(+) flashing cells (Figure 6D). No significant difference was detected in the membrane potential of the two cell groups when transduced with either of the transcriptional modules *G_4_T_5_M_C_M_1_S_3_* or *G_4_T_5_M_C_M_D_S_F_M_1_S_3_*.

## Discussion

Here we describe a systematic study to determine the capacity of ten transcription factors to induce a cardiomyocyte-like phenotype in cultures of MEFs. We demonstrate that TFs *M_D_S_F_* alone or in conjunction with *M_1_S_3_* significantly enhance the basal but indispensable cardio-inducing effect of *G_4_T_5_M_C_*. More specifically, when we overexpressed the two groups of either five or seven TF we detected: 1) TF-induced binding and activation of cardiac-specific promoter elements, 2) Expression of endogenous cardiac-specific genes including those encoding for cardiac cytoskeletal proteins and cardiac transcription factors. We also detected a mixed effect for calcium handling genes and cardiomyocyte ion-channel genes as some were upregulated whereas others were not changed. 3) Phenotypic cellular metamorphosis associated with cytoskeletal remodeling or reorganization and in particular detection of cross-striated cytoskeletal proteins, and 4) Calcium transient oscillations, although we did not detect significant changes in resting membrane potential or presence of contractile activity.

Interestingly we did not detect a cardio-inducing effect when transducing MEFs with either of the two TF pairs alone or together in the absence of *G_4_T_5_M_C_* signifying the importance of the latter as a necessary component in the cardio-inducing process [10]. Although this effect was evident when using lentivirally-delivered reporter vectors (Myl2.mCherry, TNNT2.copGFP), we detected a significant fraction of GFP(+) or mCherry(+) cells in the negative control, an observation likely related to the manner of reporter vector delivery, and indicative of a potential drawback in utilizing such an approach in detecting cellular reprogramming events accurately. However, when utilizing MEFs isolated from a transgenic mouse we readily detected a significant increase in the fraction of cells expressing GFP when using either only *M_D_S_F_* (1.60±0.12%) or in conjunction with *M_1_S_3_* (2.40±0.11%) as compared to the negative control (0.03±0.05%) or when just using *G_4_T_5_M_C_* (0.05±0.06%). Three groups studying the overexpression of Gata4, Tbx5, and Mef2c (mouse orthologs) in mouse cardiac fibroblasts, mouse tail-tip fibroblasts, or mouse embryonic fibroblasts have reported approximately 20% [10], 2.2% [14], and 0% [15] activation of a fluorescent marker controlled by the Myh6 promoter element. The reasons for this large discrepancy may include differences in experimental procedures, cell and virus preparation, or even timing of TF overexpression [14], [15]. In our study we utilized the human orthologs of the delivered genes (except for Mesp1), which may have affected the efficiency of cellular reprogramming.

We also detected a significant cardio-inducing enhancement when adding TF *M_D_S_F_* alone or with *M_1_S_3_* and both in conjunction with *G_4_T_5_M_C_* as determined by gene expression analysis. This effect was highly significant for *Actc1*, *Myh6*, *Myl2*, *Tnnt2*, *Casq2*, *Hcn4*, *Srf*, *Acta2*, *Nppa*, and *Myh11*. In the absence of *M_D_S_F_*, the previously detected cardio-inducing effect was eliminated when using only *G_4_T_5_M_C_* or in conjunction with *M_1_S_3_*. This may indicate that *M_D_S_F_* alone enhance the cardio-inducing effect of *G_4_T_5_M_C_* for the genes listed above whereas addition of *M_1_S_3_* alone does not significantly alter their expression levels. The strong cardio-inducing effect of *M_D_S_F_* in conjunction with *G_4_T_5_M_C_* may be due to the fact that both genes are active and necessary during embryonic cardiogenesis [43]–[45]. Interestingly addition of *M_D_S_F_* in conjunction with *G_4_T_5_M_C_* negated the upregulation recorded for the expression level of endogenous *Myocd,* which was only significantly upregulated when *M_1_S_3_* was used, whereas it was significantly downregulated in the other conditions. Additionally although overexpression of *G_4_T_5_M_C_* alone or with *M_1_S_3_* induced a significant downregulation in the relative expression levels of *Nkx2-5* and *Hop*, *M_D_S_F_* addition rescued this effect which is noteworthy since it has previously been shown that *Hop* expression is regulated by *Nkx2-5* and importantly it is an antagonist of *Srf* regulating the amount of cardiomyocytes in the developing heart [46], [47]. Future experiments may involve testing the cardio-inducing effect of *MYOCD* alone in the absence of *SRF* and more importantly in the presence of overexpressed *HOP*. It is also noteworthy to mention that endogenous *Tbx5*, and *Hand2* expression was significantly downregulated in all groups indicating that they are negatively regulated by the combination of *G_4_T_5_M_C_*. Based on our experimental observations *G_4_T_5_M_C_* expression alone had a generally weak cardio-inducing effect, although we detected a significant upregulation of *Tnnt2* expression as previously reported [15]. Also, the weak or absent activation of transcriptional expression of smooth muscle or endothelial markers suggests that the cardiac reprogramming of fibroblasts does not proceed through the formation of a multipotent cardiac progenitor cell [10], [19]. Finally, our gene expression data suggested that both ventricular and atrial cardiomyocyte-like subtypes were present in the cells undergoing epigenetic reprogramming as evident by expression of Myl2, Myl7 and Nppa. In our future studies we plan to further characterize these cellular subtypes using electrophysiogical characterization.

The enhanced cardio-inducing effect of the TF pair *M_D_S_F_* in conjunction with *G_4_T_5_M_C_* was particularly evident when we performed global gene expression analysis. Cardiac development and muscle-function gene process networks identified based on global upregulated gene expression received significantly lower p-values for cells which were also transduced with *M_D_S_F_*. We detected activation of gene process networks that are associated with cell adhesion, which may explain why the MEFs could not be easily enzymatically dissociated following induction of TF expression. On the other hand, when analyzing downregulated genes the global effect on gene expression was homogeneous and highly aligned in all three TF groups used, indicative of a role of the common denominator transcription factor module: *G_4_T_5_M_C_*. 

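Several adhesion genes of desmosomes and the basement membrane were higher in the TF groups. Jup, the plakoglobin of desmosomes, was 2.94-fold higher in TF group 2 and 3.88-fold in TF group 3 than in the negative control (SE of the log2 change 0.07). Dsg2, a desmosomal cadherin, was 3.8-fold higher in TF group 1 and 4.73-fold in TF group 3. Lama1, a chain of laminin, was 4.54-fold higher in TF group 3, and Itga7, a laminin receptor of muscle, 4.59-fold higher in TF group 1. Itga5, a fibronectin receptor subunit, was 2.08-fold and 2.16-fold lower in TF groups 1 and 2, but not called as the mean of its probe sets (adjusted p = 0.0941 and 0.114). Of 38 cell adhesion genes, 13 rose and 1 fell in TF group 1 (adjusted p = 0.0233), 11 rose and 1 fell in TF group 2 (adjusted p = 0.0411), and 15 rose and none fell in TF group 3 (adjusted p = 0.000945), with the same counts adjusted over the list alone. None of these calls of the list was kept when the correlation between its genes was estimated (adjusted p = 0.358, 0.39 and 0.187 with an estimated correlation). The median log2 changes of 0.35, 0.19 and 0.29 turned to -0.55, -0.54 and -0.51 when the arrays were scaled to their poly-A spikes. In TF group 3, 5 of the genes were higher and none lower than in TF group 2 (adjusted p = 0.00141, but adjusted p = 0.201 with an estimated correlation), and 7 higher and 1 lower than in TF group 1 (adjusted p = 0.0885).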

More importantly the gene process networks that were determined to be significantly downregulated are associated with aspects of the cell cycle. This finding is aligned with our observation that we detected a lack of proliferation, which is to be expected if the MEFs were being reprogrammed into cardiomyocytes [48]. It has recently been demonstrated that the number of cell divisions during the derivation of induced pluripotent stem cells is a fundamental variable driving epigenetic reprogramming to pluripotency with every cell being capable of eventually being reprogrammed into an iPS cell [49]. This inherently may create a significant limitation for the potential of increasing the efficiency of cardiac cell reprogramming, as the TF used in this study inhibit cell proliferation and may in turn limit their access to the binding sites in the genome. This may also explain the fact that we detected so many immaturely reprogrammed cells lacking cytoskeletal organization or proper electrophysiological properties. Finally, using global gene expression analysis we determined that MEFs transduced with *G_4_T_5_M_C_M_D_S_F_M_1_S_3_* were more similar with the induced cardiomyocytes derived using Gata4, Tbx5, and Mef2c [10], an observation aligned with the FACS data indicating potential differences in the cell source used, the method of gene delivery, or the human versus mouse gene orthologs. In the future we plan to include within this analysis gene expression profiles of unique cardiac resident cell subtypes including ventricular or atrial cardiomyocytes, pacemaker cells, cardiac fibroblasts, smooth muscle, and endothelial cells. Such an analysis would better elucidate the gene expression signature of the reprogrammed cells.

Addition of small molecules significantly enhanced the fraction of cells expressing cardiac proteins. Valproic acid, a histone deacetylase inhibitor, previously shown to significantly improve the efficiency of pluripotency induction [36], [44], provided a two-fold increase of the cardio-inducing effect in our experiments. Furthermore, use of the JAK inhibitor which was previously shown to have pro-cardiogenic activity [13], [50], also significantly enhanced the cardio-inducing effect of the delivered TF. Although addition of these two small molecules significantly increased the fraction of cells expressing cardiac specific proteins, organization of these proteins in a cross-striated manner was only depended on cells being cultured in the low-serum growth medium. This suggests that the means of action of these two molecules is to increase TF accessibility to their DNA binding sites, or to prime the cells for reprogramming, thus increasing the probability that the target cells initiate cardiac protein expression. On the other hand, culture of the cells undergoing reprogramming in low serum growth medium seems to be the determinant of cytoskeletal maturation. In general culture of MEFs under low serum conditions significantly decreases their proliferative capacity and since the TF used in this study cause a significant downregulation of cell cycling it is possible that the low serum culture conditions enhance this effect. Further studies are necessary to define the effect of the culture conditions on initiation of reprogramming and maturation of the desired cells. Additionally, we would like to optimize the culture conditions with the ultimate goal of significantly improving the completeness and efficiency of reprogramming fibroblasts into cardiomyocytes [51]. Such an approach should include optimizing the time window during which the TF are being overexpressed. It should also include determining the ideal TF stoichiometry which has been previously shown to influence both the state and the properties of the derived cells [52].

We did not detect a significant hyperpolarization of the RMP in MEFs transduced with any of the TF combinations up to 7 days following induction of expression. Previously the RMP for wild-type mouse cardiomyocytes was reported to be approximately −56 to −63 mV [53], [54] and a similar RMP (**−**57 mV) was recently reported in a study describing the reprogramming of mouse fibroblasts into cardiomyocytes [10]. Moreover, hyperpolarization of RMP to a level of that expected to be recorded in cardiomyocytes was only detected following long-term cell culture which may indicate that the proteins responsible for RMP hyperpolarization are only expressed in later stages of reprogramming. However in our study long-term cell culture caused loss of cross-striated sarcomeres and selective proliferation of non-transduced fibroblasts. This is consistent with our observation that we did not detect significant upregulation in genes conferring electrophysiological function including *Atp2a1*, *Atp2a2*, *Cacna1a*, *Kcnj2*, *Kcnj3*, *Kcnk1*, *Pln*, and *Scn5a*. The recorded RMPs in both the GFP(+) and GFP(**−**) MEFs more closely resembled those observed in other unexcitable cells including mesenchymal stem cells (**−**19 to **−**35 mV) [55], [56], skeletal myoblasts (**−**26 to **−**44 mV) [57], [58], and cardiac fibroblasts (**−**20 to **−**37 mV) [59], [60].

On the other hand, we readily detected increased incidence of intracellular Ca^2+^ oscillations using the genetically encoded calcium indicator GCaMP3 [24], [42], particularly in MEFs transduced with *M_D_S_F_* alone or with *M_1_S_3_* in conjunction with *G_4_T_5_M_C_*. This observation is in agreement with recent reports describing the detection of spontaneous Ca^2+^ oscillations of variable frequency in reprogrammed mouse fibroblasts [10], [15]. Although we detected Ca^2+^ oscillations in cells transduced with only *G_4_T_5_M_C_M_1_S_3_*, the intracellular calcium waves were significantly slower as compared to those transduced with *G_4_T_5_M_C_M_D_S_F_M_1_S_3_*. Overall, based on the depolarized resting potential that would preclude Ca^2+^ flux through membrane-bound, voltage-dependent Ca^2+^ channels, the observed intracellular Ca^2+^ transients likely originated from cyclical oscillations of Ca^2+^ levels in intracellular calcium stores.

A reemerging observation evident throughout our study is the strong enhancement of the cardio-inductive effect of *G_4_T_5_M_C_* achieved by the addition of *M_D_S_F_*. Myocardin is a strong transcriptional coactivator expressed in cardiomyocytes and smooth muscle cells during postnatal development, and along with Mkl1 and Mkl2 it associates with Srf which binds on CArG DNA motifs activating transcription [61]. Forced Myocd overexpression has been shown to activate expression of Acta2, Tagln, and Myh11 [43], [62]. Importantly, Myocd is required for the maintenance of heart function by maintaining sarcomeric organization and intercalated disc structures, and promoting cardiomyocyte survival. Although Myocd expression has not been detected in cardiac fibroblasts thus far, its cofactor Mlk1 is indeed expressed and contributes to the induction of the myofibroblast phenotype following myocardial infarction injury [63]. Two recent reports demonstrated that following myocardial infarction delivery of Gata4, Mef2c, and Tbx5, or GATA4, HAND2, MEF2C, and TBX5 in the injured myocardium successfully reprogrammed cardiac fibroblasts into cardiomyocytes [16], [17]. In these studies the authors report that the *in vivo* derived cells were more fully reprogrammed, more closely resembled host cardiomyocytes, and that TF overexpression induced a functional improvement that was greater to that predicted based on the *in vitro* reprogramming efficiency of the same TF combination. We hypothesize that, based on our observation when using the *M_D_S_F_* transcriptional module, that the reported *in vivo* effects may be the result of transduction and cellular reprogramming of activated myofibroblasts present in the infarcted region, which although may be lacking Myocd expression, have activated the Srf/Mlk1 transcriptional pathways. Additional experiments will need to be performed with fibroblasts and activated myofibroblasts to test whether the activation process itself would enhance the cardiac reprogramming efficiency.

In conclusion, here we describe a detailed study to determine the capacity of a core set of transcription factors to induce cellular reprogramming of primary fibroblasts into cardiomyocytes. We demonstrate that MYOCD and SRF alone or in conjunction with Mesp1 and SMARCD3 significantly enhance the cardio-inducing effect of GATA4, TBX5, and MEF2C. We also show that derivation of cardiomyocyte-like cells containing well-organized cross-striated sarcomeres is highly dependent on the culture conditions used during reprogramming. The reprogrammed cells develop the capacity to cycle intracellular Ca^2+^, although we do not detect significant membrane hyperpolarization or spontaneous contractions. It is evident that the complex genetic networks active during embryonic cardiac development can also induce cardiac cell reprogramming of non-cardiac cell types although this process is currently inefficient and poorly understood. Our work sheds light into the role of some of the main genetic regulators participating in this process.

## Supporting Information

Figure S1 **Expression validation of each of the transcription factors delivered using the inducible lentivirus-based delivery system.** **A**. Qualitative RT.PCR analysis was used to detect expression of each of the transcription factors delivered in the various combinations of transcriptional modules. MEFs were first transduced with only a lentivirus allowing the constitutive expression of M2rtTA. Following cell expansion cells were passaged and further transduced over two days with the various combinations of transcriptional modules. Induction of expression of the transcription factors was achieved by the addition of doxycycline in the culture medium. Following three days of induction of expression, qualitative RT.PCR analysis was used to detect expression of each transcription factor (23 cycles for Gapdh and 28 cycles for the other genes). **B**. The capacity of the “tet-on” inducible expression system was tested in MEFs using a control reporter vector where GFP was cloned in the 3′ end of the inducible promoter element. No GFP expression was detected in MEFs transduced with FUW.M2rtTA and FU.tet.on.GFP in the absence of doxycycline in the culture medium. Doxycycline addition triggered robust GFP expression as early as 1 day post induction initiation and lasting for at least 7 days.
(TIF) Click here for additional data file.

Figure S2 **Screening analysis for the cardio-inducing effect of the TF modules in the murine NIH3T3 cell line and MEFs.** **A**. NIH3T3 transduced with the Myh6.eGFP reporter vector and M2rtTA were subsequently transduced with 14 different combinations of TF modules including the positive control. Following induction of expression for 7 days the fraction of cells expressing GFP was determined by fluorescent activated cell sorting (FACS). Negative control cells were either transduced with only FUW.M2rtTA or FUW.M2rtTA and Myh6.eGFP. Positive control cells were transduced with FU.tet.on.GFP. NIH3T3 cells were readily transduced with the lentivirus as evidenced by the percentage of GFP(+) cells (99.8±0.04%) in the positive control sample (FU-tet-on-GFP). A fraction of the negative control cells, which were transduced with only the reporter vector (Myh6.eGFP) while receiving no additional TF, were expressing GFP (1.26±0.10%), which is indicative of either the leaky nature of this particular promoter element or the non-specific integration of the lentiviral DNA fragment in transcriptionally active genomic loci. Following TF module transduction and induction of expression for 7 days the most significant upregulation in the fraction of GFP(+) cells was detected in MEFs transduced with either *M_D_S_F_M_1_S_3_* (2.99±0.06%) or *G_4_T_5_M_C_M_D_S_F_M_1_S_3_* (1.82±0.10%). A significant decrease in the fraction of GFP(+) cells was observed when using the N_5_H_1_H_2_ TF module, which may indicate binding and repression of the particular Myh6 promoter element by some or all of the included TF. The largest decrease in GFP(+) cells was recorded when using *M_D_S_F_M_1_S_3_N_5_H_1_H_2_* (0.05±0.04%). (One *for p-value <0.05, Two *for p-value <0.01). Error bars represent calculated standard deviation. **B–E**. Measuring the relative gene expression levels of Myh6, Myl2 and Tnnt2 using quantitative RT.PCR analysis in NIH3T3 or primary MEFs transduced with the various listed combinations of transcriptional modules. Using gene expression analysis we recorded a significant upregulation in endogenous Myh6 transcription in cells transduced with all the TF module combinations, although the most significant was recorded in cells transduced with either *G_4_T_5_M_C_M_D_S_F_*, or *G_4_T_5_M_C_M_D_S_F_M_1_S_3_*. The effect of the combinatorial TF module overexpression on the endogenous level of *Myh6* transcription did not correlate with the effect measured using the Myh6.eGFP reporter vector. In the case of *Myl2* transcription, the only TF module that induced a large and significant upregulation effect was *M_1_S_3_*. That effect was abolished when *M_1_S_3_* was co-expressed with any of the other three TF modules. Finally, a much clearer and significant transcriptional effect was established when measuring the relative expression level of the endogenous *Tnnt2* which suggested a strong effect of the *G_4_T_5_M_C_* TF module in its activation. A strong *Tnnt2* expression as a result of *G_4_T_5_M_C_* was consistent in both the NIH3T3 and primary MEFs. The effect of *G_4_T_5_M_C_* on the level of *Tnnt2* expression was more profound when using NIH3T3 (100–1000X), which may indicate an increased epigenetic accessibility of the overexpressed TF in the immortalized cell line as compared to primary MEFs. Error bars represent calculated standard deviation. (One *for p-value <0.05, Two *for p-value <0.01). Error bars represent calculated standard deviation.
(TIF) Click here for additional data file.

Figure S3 **Positive control immunofluorescence staining.** Primary cultures of isolated neonatal rat ventricular myocytes (NRVMs) were stained using antibodies raised against the Actn2, Tnnt2, Myh6, Myl2, Gja1, and Acta2 cardiac proteins. Following rat ventricular tissue digestion, cardiac fibroblasts were removed following two cycles of pre-plating and subsequently NRVMs were plated on fibronectin-coated cell culture plates. Fixation and immunofluorescent analysis was performed 7 days following initial plating and culture. Cells were spontaneously contracting in synchrony prior to fixation.
(TIF) Click here for additional data file.

Figure S4 **Valproic acid enhances the cardio-inducing effect of the transcriptional modules in MEFs.** Primary MEFs were transduced with either *G_4_T_5_M_C_* or *G_4_T_5_M_C_M_D_S_F_* and transcription factor expression was induced for 7 days in the presence or absence of valproic acid (0.5 mM). Immunofluorescence was used to assay the additive cardio-inducing effect of valproic acid addition with antibodies against either Actn2 or Tnnt2.
(TIF) Click here for additional data file.

Figure S5 **Relative gene expression level analysis for Myh6, Myh7, Myl2, Myl7, Nppa, and Tnnt2 in populations of sorted and subsequently cultured GFP(+) MEFs, and GFP(−) MEFs transduced with** ***G_4_T_5_M_C_*** **and the Myh6.eGFP reporter vector.** Negative control cells were only transduced with FUW.M2rtTA. Error bars represent calculated standard deviation.
(TIF) Click here for additional data file.

Figure S6 **Confirmation of GFP expression in a cardiac-specific manner in spontaneously contracting cardiomyocytes derived from differentiated induced pluripotent stem cells derived from primary transgenic MEFs (Myh6.eGFP.Myh6.PAC). A**. We used a previously described [18] lentiviral vector (FU.tet.on.OSKM) to successfully reprogram primary MEFs isolated from the transgenic mice. Colonies of undifferentiated iPS cells were readily detectable within 10 days following induction of expression of Oct4, Sox2, Klf4, and Myc. Colonies were mechanically picked, enzymatically dissociated, and passaged on feeder layers of mitotically-inactivated primary MEFs. **B**. We used the previously described [19] hanging droplet technique to differentiate the derived iPSCs. Within 7 days of differentiation we readily detected spontaneously contracting population of GFP-expressing cardiomyocytes. This allowed us to confirm that the transgenic MEFs retain their capacity to express GFP in a cardiac specific manner even when undergoing a cycle of reprogramming into undifferentiated iPSC and then being differentiated again.
(TIF) Click here for additional data file.

Figure S7 **Gene expression analysis of primary MEFs transduced with three combinations of transcriptional modules.** MEFs were transduced with FUW.M2rtTA and *G_4_T_5_M_C_*, or *G_4_T_5_M_C_M_1_S_3_*, or *G_4_T_5_M_C_M_D_S_F_M_1_S_3_*. We isolated RNA on 7 days post induction of transcription factor expression. Using quantitative RT.PCR and custom-designed TaqMan Low Density Array plates we measured the relative gene expression levels normalizing to negative control MEFs (FUW.M2rtTA only). (One *for p-value <0.05, Two *for p-value <0.01). Error bars represent calculated standard deviation.
(TIF) Click here for additional data file.

Figure S8 **Genes belonging to groups of gene clusters showing similar patterns were further analyzed using the Thomson Reuters GeneGo MetaCore™ data meta-analysis tool: clusters 1–8 (upregulated), clusters 15–22 (upregulated), clusters 1–3 & 6–7 (downregulated), clusters 11, 12, 15 (downregulated), clusters 13, 14, 18, 22, 23 (downregulated).** Process networks were determined for each of the groups based on a p-value score with the most significant having the lowest p-value.
(TIF) Click here for additional data file.

Figure S9 **Microarray gene expression analysis performed on populations of transdifferentiated MEFs, Heart Control, and induced cardiomyocytes (iCMs).** **A–C**. Gene process networks that are either activated (A, upregulated genes) or deactivated (B, downregulated genes) in MEFs transduced with the three transcriptional module combinations as compared to negative control, heart positive control as compared to MEFs negative control, and iCMs as compared to cardiac fibroblasts negative control, were determined using the Thomson Reuters GeneGo MetaCore™ data meta-analysis tool (TF Group 1 Green, TF Group 2 Red, TF Group 3 Blue, Heart Control Black, iCMs Doted line). Based on the list of significantly upregulated or downregulated genes each process network received a p-value indicating the statistical probability that the network is affected in the population of transdifferentiated cells, or heart control. The range of calculated p-values for each process network is graphically represented with a green to red color range (C). Activated networks: Lowest p-value: 4.12×10^−18^ (Green) and highest p-value: 9.81×10^−1^ (Red). Deactivated networks: Lowest p-value: 5.17×10^−41^ and highest p-value: 1 (Red). **D–E**. Principal component analysis was performed on the p-values calculated for each of the process networks for either significantly upregulated (D), or significantly downregulated genes (E). Correlation circle plots are graphically represented for each of the three transcription factor groups, the iCMs, and the heart.
(TIF) Click here for additional data file.

Table S1 **Lists of primers and Taqman probe IDs used for qualitative and quantitative RT.PCR analysis as well as the ones used to design the custom-made TLDA plates.**
(XLSX) Click here for additional data file.

Table S2 **Calculated fold change for genes that are significantly upregulated or downregulated when comparing the transcriptome of heart (positive control) to that of MEFs (negative control).** The genes in this list are the same presented in Figure 2.
(XLSX) Click here for additional data file.

Table S3 **List of significantly upregulated and downregulated genes determined when comparing each of the transdifferentiated cell groups (TF Group 1** ***G_4_T_5_M_C_*** **, TF Group 2** ***G_4_T_5_M_C_M_1_S_3_*** **, TF Group 3** ***G_4_T_5_M_C_M_D_S_F_M_1_S_3_*** **) to MEFs (negative control).**
(XLSX) Click here for additional data file.

Table S4 **List of common and significantly upregulated or downregulated genes determined when comparing each of the transdifferentiated cell groups (TF Group 1** ***G_4_T_5_M_C_*** **, TF Group 2** ***G_4_T_5_M_C_M_1_S_3_*** **, TF Group 3** ***G_4_T_5_M_C_M_D_S_F_M_1_S_3_*** **) to MEFs (negative control).**
(XLSX) Click here for additional data file.

Table S5 **Results of self-organized map clustering of significantly upregulated (22 clusters) and downregulated (23 clusters) genes when comparing each of the transdifferentiated cell groups (TF Group 1** ***G_4_T_5_M_C_*** **, TF Group 2** ***G_4_T_5_M_C_M_1_S_3_*** **, TF Group 3** ***G_4_T_5_M_C_M_D_S_F_M_1_S_3_*** **) to MEFs (negative control).**
(XLSX) Click here for additional data file.

Movie S1 **Induced pluripotent stem cells derived from transgenic MEFs (Myh6.eGFP.Myh6.PAC) using a single inducible polycystronic lentiviral vector containing all four reprogramming factors (Oct4, Sox2, Klf4, Myc) were differentiated using the hanging droplet technique.** Regions containing spontaneously contracting cardiomyocytes were readily detected as early as 7 days post initiation of differentiation. GFP expression was specific to the spontaneously contracting cells.
(MP4) Click here for additional data file.

Movie S2 **MEFs were initially transduced with FUW.M2rtTA and a lentivirus permitting the constitutive expression of the genetically encoded calcium indicator GCaMP3, and subsequently with the various combinations of the described transcriptional modules.** Cells exhibiting flashing or transient increase in GFP intensity were detected in the group transduced with *G_4_T_5_M_C_M_D_S_F_*. Further analysis was performed using FIJI and an RGB lookup table was applied to visualize the range of signal intensity (Dark blue Least intense, Bright red Most intense): *G_4_T_5_M_C_M_D_S_F_* (1∶05).
(MP4) Click here for additional data file.

Movie S3 **MEFs were initially transduced with FUW.M2rtTA and a lentivirus permitting the constitutive expression of the genetically encoded calcium indicator GCaMP3, and subsequently with the various combinations of the described transcriptional modules.** Cells exhibiting flashing or transient increase in GFP intensity were detected in the group transduced with *G_4_T_5_M_C_M_D_S_F_ G_4_T_5_M_C_M_1_S_3_*. Further analysis was performed using FIJI and an RGB lookup table was applied to visualize the range of signal intensity (Dark blue Least intense, Bright red Most intense): *G_4_T_5_M_C_M_1_S_3_* (0∶51).
(MP4) Click here for additional data file.

Movie S4 **MEFs were initially transduced with FUW.M2rtTA and a lentivirus permitting the constitutive expression of the genetically encoded calcium indicator GCaMP3, and subsequently with the various combinations of the described transcriptional modules.** Cells exhibiting flashing or transient increase in GFP intensity were detected in the group transduced with *G_4_T_5_M_C_M_D_S_F_M_1_S_3_*. Further analysis was performed using FIJI and an RGB lookup table was applied to visualize the range of signal intensity (Dark blue Least intense, Bright red Most intense): *G_4_T_5_M_C_M_D_S_F_M_1_S_3_* (0∶26).
(MP4) Click here for additional data file.

## References

[1] MurryCE, ReineckeH, PabonLM (2006) Regeneration gaps: observations on stem cells and cardiac repair. Journal of the American College of Cardiology 47: 1777–1785.1668230110.1016/j.jacc.2006.02.002

[2] LaflammeMA, MurryCE (2011) Heart regeneration. Nature 473: 326–335.2159386510.1038/nature10147PMC4091722

[3] BurridgePW, KellerG, GoldJD, WuJC (2012) Production of de novo cardiomyocytes: human pluripotent stem cell differentiation and direct reprogramming. Cell stem cell 10: 16–28.2222635210.1016/j.stem.2011.12.013PMC3255078

[4] MaltsevVA, RohwedelJ, HeschelerJ, WobusAM (1993) Embryonic stem cells differentiate in vitro into cardiomyocytes representing sinusnodal, atrial and ventricular cell types. Mechanisms of development 44: 41–50.815557410.1016/0925-4773(93)90015-p

[5] KehatI, Kenyagin-KarsentiD, SnirM, SegevH, AmitM, et al (2001) Human embryonic stem cells can differentiate into myocytes with structural and functional properties of cardiomyocytes. The Journal of clinical investigation 108: 407–414.1148993410.1172/JCI12131PMC209357

[6] TakahashiK, YamanakaS (2006) Induction of pluripotent stem cells from mouse embryonic and adult fibroblast cultures by defined factors. Cell 126: 663–676.1690417410.1016/j.cell.2006.07.024

[7] TakahashiK, TanabeK, OhnukiM, NaritaM, IchisakaT, et al (2007) Induction of pluripotent stem cells from adult human fibroblasts by defined factors. Cell 131: 861–872.1803540810.1016/j.cell.2007.11.019

[8] MauritzC, SchwankeK, ReppelM, NeefS, KatsirntakiK, et al (2008) Generation of functional murine cardiac myocytes from induced pluripotent stem cells. Circulation 118: 507–517.1862589010.1161/CIRCULATIONAHA.108.778795

[9] ZhangJ, WilsonGF, SoerensAG, KoonceCH, YuJ, et al (2009) Functional cardiomyocytes derived from human induced pluripotent stem cells. Circulation research 104: e30–41.1921395310.1161/CIRCRESAHA.108.192237PMC2741334

[10] IedaM, FuJD, Delgado-OlguinP, VedanthamV, HayashiY, et al (2010) Direct reprogramming of fibroblasts into functional cardiomyocytes by defined factors. Cell 142: 375–386.2069189910.1016/j.cell.2010.07.002PMC2919844

[11] SzaboE, RampalliS, RisuenoRM, SchnerchA, MitchellR, et al (2010) Direct conversion of human fibroblasts to multilineage blood progenitors. Nature 468: 521–526.2105749210.1038/nature09591

[12] OlsonEN (2006) Gene regulatory networks in the evolution and development of the heart. Science 313: 1922–1927.1700852410.1126/science.1132292PMC4459601

[13] JayawardenaTM, EgemnazarovB, FinchEA, ZhangL, PayneJA, et al (2012) MicroRNA-mediated in vitro and in vivo direct reprogramming of cardiac fibroblasts to cardiomyocytes. Circulation research 110: 1465–1473.2253976510.1161/CIRCRESAHA.112.269035PMC3380624

[14] ProtzeS, KhattakS, PouletC, LindemannD, TanakaEM, et al (2012) A new approach to transcription factor screening for reprogramming of fibroblasts to cardiomyocyte-like cells. Journal of molecular and cellular cardiology 53: 323–332.2257576210.1016/j.yjmcc.2012.04.010

[15] ChenJX, KraneM, DeutschMA, WangL, Rav-AchaM, et al (2012) Inefficient reprogramming of fibroblasts into cardiomyocytes using Gata4, Mef2c, and Tbx5. Circulation research 111: 50–55.2258192810.1161/CIRCRESAHA.112.270264PMC3390172

[16] QianL, HuangY, SpencerCI, FoleyA, VedanthamV, et al (2012) In vivo reprogramming of murine cardiac fibroblasts into induced cardiomyocytes. Nature 485: 593–598.2252292910.1038/nature11044PMC3369107

[17] SongK, NamYJ, LuoX, QiX, TanW, et al (2012) Heart repair by reprogramming non-myocytes with cardiac transcription factors. Nature 485: 599–604.2266031810.1038/nature11139PMC3367390

[18] CareyBW, MarkoulakiS, HannaJ, SahaK, GaoQ, et al (2009) Reprogramming of murine and human somatic cells using a single polycistronic vector. Proceedings of the National Academy of Sciences of the United States of America 106: 157–162.1910943310.1073/pnas.0811426106PMC2629226

[19] ChristoforouN, MillerRA, HillCM, JieCC, McCallionAS, et al (2008) Mouse ES cell-derived cardiac precursor cells are multipotent and facilitate identification of novel cardiac genes. The Journal of clinical investigation 118: 894–903.1824620010.1172/JCI33942PMC2214848

[20] MaheraliN, AhfeldtT, RigamontiA, UtikalJ, CowanC, et al (2008) A high-efficiency system for the generation and study of human induced pluripotent stem cells. Cell stem cell 3: 340–345.1878642010.1016/j.stem.2008.08.003PMC3987901

[21] LoisC, HongEJ, PeaseS, BrownEJ, BaltimoreD (2002) Germline transmission and tissue-specific expression of transgenes delivered by lentiviral vectors. Science 295: 868–872.1178660710.1126/science.1067081

[22] BarthAS, KizanaE, SmithRR, TerrovitisJ, DongP, et al (2008) Lentiviral vectors bearing the cardiac promoter of the Na+-Ca2+ exchanger report cardiogenic differentiation in stem cells. Molecular therapy : the journal of the American Society of Gene Therapy 16: 957–964.1838893210.1038/mt.2008.30PMC2717010

[23] Kita-MatsuoH, BarcovaM, PrigozhinaN, SalomonisN, WeiK, et al (2009) Lentiviral vectors and protocols for creation of stable hESC lines for fluorescent tracking and drug resistance selection of cardiomyocytes. PloS one 4: e5046.1935249110.1371/journal.pone.0005046PMC2662416

[24] TianL, HiresSA, MaoT, HuberD, ChiappeME, et al (2009) Imaging neural activity in worms, flies and mice with improved GCaMP calcium indicators. Nature methods 6: 875–881.1989848510.1038/nmeth.1398PMC2858873

[25] HockemeyerD, SoldnerF, CookEG, GaoQ, MitalipovaM, et al (2008) A drug-inducible system for direct reprogramming of human somatic cells to pluripotency. Cell stem cell 3: 346–353.1878642110.1016/j.stem.2008.08.014PMC4097107

[26] SchindelinJ, Arganda-CarrerasI, FriseE, KaynigV, LongairM, et al (2012) Fiji: an open-source platform for biological-image analysis. Nature methods 9: 676–682.2274377210.1038/nmeth.2019PMC3855844

[27] WelchP (1967) The use of fast Fourier transform for the estimation of power spectra: A method based on time averaging over short, modified periodograms. Audio and Electroacoustics, IEEE Transactions on 15: 70–73.

[28] TakeuchiJK, BruneauBG (2009) Directed transdifferentiation of mouse mesoderm to heart tissue by defined factors. Nature 459: 708–711.1939615810.1038/nature08039PMC2728356

[29] LindsleyRC, GillJG, MurphyTL, LangerEM, CaiM, et al (2008) Mesp1 coordinately regulates cardiovascular fate restriction and epithelial-mesenchymal transition in differentiating ESCs. Cell stem cell 3: 55–68.1859355910.1016/j.stem.2008.04.004PMC2497439

[30] BondueA, LapougeG, PaulissenC, SemeraroC, IacovinoM, et al (2008) Mesp1 acts as a master regulator of multipotent cardiovascular progenitor specification. Cell stem cell 3: 69–84.1859356010.1016/j.stem.2008.06.009

[31] SmallEM, WarkmanAS, WangDZ, SutherlandLB, OlsonEN, et al (2005) Myocardin is sufficient and necessary for cardiac gene expression in Xenopus. Development 132: 987–997.1567356610.1242/dev.01684

[32] WangZ, WangDZ, PipesGC, OlsonEN (2003) Myocardin is a master regulator of smooth muscle gene expression. Proceedings of the National Academy of Sciences of the United States of America 100: 7129–7134.1275629310.1073/pnas.1232341100PMC165841

[33] MianoJM, RamananN, GeorgerMA, de Mesy BentleyKL, EmersonRL, et al (2004) Restricted inactivation of serum response factor to the cardiovascular system. Proceedings of the National Academy of Sciences of the United States of America 101: 17132–17137.1556993710.1073/pnas.0406041101PMC535359

[34] McFaddenDG, BarbosaAC, RichardsonJA, SchneiderMD, SrivastavaD, et al (2005) The Hand1 and Hand2 transcription factors regulate expansion of the embryonic cardiac ventricles in a gene dosage-dependent manner. Development 132: 189–201.1557640610.1242/dev.01562

[35] TanakaM, ChenZ, BartunkovaS, YamasakiN, IzumoS (1999) The cardiac homeobox gene Csx/Nkx2.5 lies genetically upstream of multiple genes essential for heart development. Development 126: 1269–1280.1002134510.1242/dev.126.6.1269

[36] HuangfuD, OsafuneK, MaehrR, GuoW, EijkelenboomA, et al (2008) Induction of pluripotent stem cells from primary human fibroblasts with only Oct4 and Sox2. Nature biotechnology 26: 1269–1275.10.1038/nbt.150218849973

[37] SubramaniamA, GulickJ, NeumannJ, KnottsS, RobbinsJ (1993) Transgenic analysis of the thyroid-responsive elements in the alpha-cardiac myosin heavy chain gene promoter. J Biol Chem 268: 4331–4336.8440718

[38] KattmanSJ, HuberTL, KellerGM (2006) Multipotent flk-1+ cardiovascular progenitor cells give rise to the cardiomyocyte, endothelial, and vascular smooth muscle lineages. Developmental cell 11: 723–732.1708436310.1016/j.devcel.2006.10.002

[39] AddisRC, HsuFC, WrightRL, DichterMA, CoulterDA, et al (2011) Efficient conversion of astrocytes to functional midbrain dopaminergic neurons using a single polycistronic vector. PloS one 6: e28719.2217487710.1371/journal.pone.0028719PMC3235158

[40] McSpaddenLC, KirktonRD, BursacN (2009) Electrotonic loading of anisotropic cardiac monolayers by unexcitable cells depends on connexin type and expression level. American journal of physiology Cell physiology 297: C339–351.1949423910.1152/ajpcell.00024.2009PMC2724091

[41] deGrootJR, VeenstraT, VerkerkAO, WildersR, SmitsJP, et al (2003) Conduction slowing by the gap junctional uncoupler carbenoxolone. Cardiovascular research 60: 288–297.1461385810.1016/j.cardiores.2003.07.004

[42] TalliniYN, OhkuraM, ChoiBR, JiG, ImotoK, et al (2006) Imaging cellular signals in the heart in vivo: Cardiac expression of the high-signal Ca2+ indicator GCaMP2. Proceedings of the National Academy of Sciences of the United States of America 103: 4753–4758.1653738610.1073/pnas.0509378103PMC1450242

[43] WangD, ChangPS, WangZ, SutherlandL, RichardsonJA, et al (2001) Activation of cardiac gene expression by myocardin, a transcriptional cofactor for serum response factor. Cell 105: 851–862.1143918210.1016/s0092-8674(01)00404-4

[44] HuangJ, Min LuM, ChengL, YuanLJ, ZhuX, et al (2009) Myocardin is required for cardiomyocyte survival and maintenance of heart function. Proceedings of the National Academy of Sciences of the United States of America 106: 18734–18739.1985088010.1073/pnas.0910749106PMC2773995

[45] NiuZ, IyerD, ConwaySJ, MartinJF, IveyK, et al (2008) Serum response factor orchestrates nascent sarcomerogenesis and silences the biomineralization gene program in the heart. Proceedings of the National Academy of Sciences of the United States of America 105: 17824–17829.1900476010.1073/pnas.0805491105PMC2584699

[46] ShinCH, LiuZP, PassierR, ZhangCL, WangDZ, et al (2002) Modulation of cardiac growth and development by HOP, an unusual homeodomain protein. Cell 110: 725–735.1229704610.1016/s0092-8674(02)00933-9

[47] ChenF, KookH, MilewskiR, GitlerAD, LuMM, et al (2002) Hop is an unusual homeobox gene that modulates cardiac development. Cell 110: 713–723.1229704510.1016/s0092-8674(02)00932-7

[48] SoonpaaMH, FieldLJ (1998) Survey of studies examining mammalian cardiomyocyte DNA synthesis. Circulation research 83: 15–26.967091410.1161/01.res.83.1.15

[49] HannaJ, SahaK, PandoB, van ZonJ, LengnerCJ, et al (2009) Direct cell reprogramming is a stochastic process amenable to acceleration. Nature 462: 595–601.1989849310.1038/nature08592PMC2789972

[50] EfeJA, HilcoveS, KimJ, ZhouH, OuyangK, et al (2011) Conversion of mouse fibroblasts into cardiomyocytes using a direct reprogramming strategy. Nature cell biology 13: 215–222.2127873410.1038/ncb2164

[51] ChenJ, LiuJ, ChenY, YangJ, LiuH, et al (2011) Rational optimization of reprogramming culture conditions for the generation of induced pluripotent stem cells with ultra-high efficiency and fast kinetics. Cell research 21: 884–894.2144509410.1038/cr.2011.51PMC3203703

[52] CareyBW, MarkoulakiS, HannaJH, FaddahDA, BuganimY, et al (2011) Reprogramming factor stoichiometry influences the epigenetic state and biological properties of induced pluripotent stem cells. Cell stem cell 9: 588–598.2213693210.1016/j.stem.2011.11.003

[53] KeQ, XiaoYF, BradburyJA, GravesJP, DegraffLM, et al (2007) Electrophysiological properties of cardiomyocytes isolated from CYP2J2 transgenic mice. Molecular pharmacology 72: 1063–1073.1765218210.1124/mol.107.035881PMC2243182

[54] XiaoYF, TenBroekEM, WilhelmJJ, IaizzoPA, SiggDC (2006) Electrophysiological characterization of murine HL-5 atrial cardiomyocytes. American journal of physiology Cell physiology 291: C407–416.1657187010.1152/ajpcell.00020.2006

[55] HeubachJF, GrafEM, LeutheuserJ, BockM, BalanaB, et al (2004) Electrophysiological properties of human mesenchymal stem cells. The Journal of physiology 554: 659–672.1457847510.1113/jphysiol.2003.055806PMC1664789

[56] PijnappelsDA, SchalijMJ, RamkisoensingAA, van TuynJ, de VriesAA, et al (2008) Forced alignment of mesenchymal stem cells undergoing cardiomyogenic differentiation affects functional integration with cardiomyocyte cultures. Circulation research 103: 167–176.1855657710.1161/CIRCRESAHA.108.176131

[57] BernheimL, LiuJH, HamannM, HaenggeliCA, Fischer-LougheedJ, et al (1996) Contribution of a non-inactivating potassium current to the resting membrane potential of fusion-competent human myoblasts. The Journal of physiology 493 (Pt 1): 129–141.10.1113/jphysiol.1996.sp021369PMC11589558735699

[58] IannacconeST, LiKX, SperelakisN (1987) Transmembrane electrical characteristics of cultured human skeletal muscle cells. Journal of cellular physiology 133: 409–413.368039810.1002/jcp.1041330230

[59] ChiltonL, OhyaS, FreedD, GeorgeE, DrobicV, et al (2005) K+ currents regulate the resting membrane potential, proliferation, and contractile responses in ventricular fibroblasts and myofibroblasts. American journal of physiology Heart and circulatory physiology 288: H2931–2939.1565375210.1152/ajpheart.01220.2004

[60] RookMB, van GinnekenAC, de JongeB, el AoumariA, GrosD, et al (1992) Differences in gap junction channels between cardiac myocytes, fibroblasts, and heterologous pairs. The American journal of physiology 263: C959–977.127998110.1152/ajpcell.1992.263.5.C959

[61] HuangJ, Min LuM, ChengL, YuanLJ, ZhuX, et al (2009) Myocardin is required for cardiomyocyte survival and maintenance of heart function. Proc Natl Acad Sci U S A 106: 18734–18739.1985088010.1073/pnas.0910749106PMC2773995

[62] XingW, ZhangTC, CaoD, WangZ, AntosCL, et al (2006) Myocardin induces cardiomyocyte hypertrophy. Circ Res 98: 1089–1097.1655686910.1161/01.RES.0000218781.23144.3e

[63] SmallEM, ThatcherJE, SutherlandLB, KinoshitaH, GerardRD, et al (2010) Myocardin-related transcription factor-a controls myofibroblast activation and fibrosis in response to myocardial infarction. Circ Res 107: 294–304.2055882010.1161/CIRCRESAHA.110.223172PMC2921870

How the deposited data were processed for this re-analysis (not part of the article)

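The 12 arrays came from 4 groups of cultures with 3 biological replicates each: MEFs with M2rtTA alone (negative control) and MEFs with the viruses of TF groups 1, 2 and 3, all kept with doxycycline for 7 days. The paper gives a dose of 10 µg/ml doxycycline and 0.5 mM valproic acid for its cultures. Before they were deposited, the intensity values were made by the authors or their core facility as 1 linear signal per probe set. The paper and the labels name RMA and the Partek software, which give log2 values, whereas the deposited intensity values are linear, hold values under 1 and share a trimmed mean on every array, so the method behind this signal is not known.

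The linear signal was taken to log2 in R 4.3.3. This differs from the unit assumed when the tests were set down, which was a log2 value. The 64 control probe sets were used only as controls. Of the 22626 probe sets tested, 20380 carried 1 gene symbol, 691 several and 1555 none. The table of 12393 genes used probe sets with 1 symbol, and 4956 of these genes had more than 1. Models were fitted with limma 3.58.1 (lmFit, contrasts and eBayes), with 1 mean per group and no covariate, and p-values were adjusted by the method of Benjamini and Hochberg over all probe sets or genes of a comparison. Each TF group was compared with the negative control, and the TF groups with each other. The thresholds were an adjusted p of 0.05 and a fold change of 1.5, and the unadjusted p of 0.05 that the study names was used as well.

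The 21 gene lists were cardiac sarcomere, calcium handling and ion channels, cardiac transcription factors, smooth muscle, skeletal muscle, fibroblast matrix, endothelial, macrophage, epithelial, neuronal, mitosis, S phase, DNA repair, mRNA processing, cell adhesion, Notch signalling, matrix remodelling, interferon response, p53 and senescence, fatty acid and muscle energy metabolism, and stress response and RNA quality. Each was tested with camera on the gene table in 6 comparisons, and again with the correlation between genes estimated from the arrays. For the split by TF group 3, genes called in at least 1 TF group were divided by the contrast of TF group 3 with the mean of TF groups 1 and 2, and list members were counted with Fisher exact tests.

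For each comparison the named genes are the 10 with the largest increase and the 10 with the largest decrease among called genes whose 3 arrays of one group all lie above the 3 of the other. Genes that the paper names and up to 4 called members of each list per direction were named as well. Values in the paper’s Tables S2 to S5 had been seen in part when this rule was written. Folds given as at least so many are against a signal of 32, a choice made after the values were seen. Spike and ribosomal controls were compared by exact permutation tests.

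The steps were tested on simulated data for TF group 1 versus negative control, with 22626 probe sets and 200 of them changed in each of 5 simulations. Of changes of 1 on the log2 scale, 54.6% were recovered (3.7% among dim and 99.2% among bright probe sets), and 77.2% of changes of 2. Of the calls, 4.9% were false (36.4% among dim probe sets). In 20 simulations of the list tests, 1 of 2520 tests of lists without a change passed, 4 with the same draws given to the genes in another order and 0 or 1 in each of 5 repeats with other draws, and a shifted list was found in each of the 20. This rate holds for the simulated genes only. It does not show how the list tests behave with the correlation between genes on the real arrays. There 44 list tests passed, and 25 with an estimated correlation.

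The alternatives were an intensity trend or array weights in limma, an unmoderated linear model per probe set, only the 2 groups of a comparison, a replicate block, other scalings of the arrays, other thresholds, other ways to make the gene table, lists without the delivered genes, and each array left out in turn. The pathway networks, PCR, flow cytometry and imaging of the paper were not analysed here.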

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

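The scaling to poly-A spikes, the tests of the spike controls and the tests of explanations for the smooth muscle and the mitosis genes in this part were chosen only after the result was seen.

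Genes of 2 lists that the paper does not discuss rose in each TF group. Of 24 p53 and senescence genes, 17, 16 and 15 rose and 2, 3 and 3 fell in TF groups 1, 2 and 3, with the same counts adjusted over the list alone (median log2 changes 0.90, 0.98 and 0.86, but 0.00, 0.25 and 0.07 scaled to the poly-A spikes; adjusted p = 9.11e-06, 3.57e-05 and 0.000139). Of 28 genes of fatty acid and muscle energy metabolism, 14, 13 and 11 rose and 1 fell in each, or 14, 14 and 12 and 1 adjusted over the list alone (medians 0.70, 0.68 and 0.61, but -0.19, -0.06 and -0.18 scaled to the poly-A spikes; adjusted p = 0.000606, 0.00029 and 0.000263). The fibroblast matrix list differed between TF groups 3 and 1 in its own test (median log2 change -0.20, or -0.09 scaled to the poly-A spikes; adjusted p = 1.14e-06). The mitosis list differed between TF groups 3 and 2 and between TF groups 2 and 1 (adjusted p = 3.32e-05 and 2.41e-05, but adjusted p = 0.259 and 0.253 with an estimated correlation).

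Both the poly-A spikes and the 18S rRNA probe sets were higher on the TF arrays than on the negative control arrays, by 0.81 and 1.19 on the log2 scale (control arrays 6.99 to 7.79 and 11.03 to 11.32, TF arrays 8.03 to 8.28 and 12.10 to 12.58). RNA degradation in the TF groups would raise the 3′ over the 5′ probe sets of Actb and Gapdh, and the mean rise of that difference was 0.029, which argues against it. Scaling of every array to one mean would lift the hybridization spikes alike; these were higher by 0.24, and after they were subtracted the lowest TF array still lay 0.70 above the highest control array in 18S rRNA, which argues against scaling as the whole cause there. For the poly-A spikes a difference of 0.57 was left, within the range of the control arrays (0.78), so that scaling stays open for these spikes, although the arrays differed (exact permutation test, p = 0.00909). A smaller share of mRNA in the total RNA of the TF groups may also lie behind both, with 18S rRNA minus hybridization spikes higher by 0.94. An uneven addition of spikes would leave 18S rRNA unchanged. There every TF array lay above every control array (12.10 to 12.58 against 11.03 to 11.32), which argues against it for 18S rRNA. For the poly-A spikes the amount added per array is not given. A smaller share of mRNA and an uneven addition therefore cannot be told apart for these spikes.

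Smooth muscle genes differed between the TF groups, with 7 of 18 higher in TF group 3 than in TF group 2 and 8 higher than in TF group 1 (adjusted p = 1.2e-10 and 5.92e-10). Delivery of MYOCD and SRF, which TF group 3 alone received, is a candidate explanation: it needs the list not to be higher in TF group 2 than in TF group 1, and there the test missed the threshold by little (median 0.11, adjusted p = 0.0516). More cells of another type (smooth muscle) in the TF group 3 cultures, which were not sorted, may be another. The 6 smooth muscle genes with a mean log2 signal above 11 had a median log2 change of 0.22 in TF group 3 versus TF group 2 (Acta2 0.17, Tagln 0.22, Myl9 0.38, Actg2 1.73, Tpm2 0.23 and Cald1 0.01). Their signal is high in all groups and would hide a small share of such cells, a condition added to the test after its value was seen (without it the test argued against such cells), so these explanations cannot be told apart by these values. In the paper, 1 population of MEFs with M2rtTA was split into the groups. Its PCR of other cultures reports higher Myh11 with MYOCD and SRF, and small or no changes of Acta2 and Tagln. A share of such cells that changed after the split was not tested.

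Mitosis genes were lower in all 3 TF groups. Scaling of the arrays by the authors would lower the spike controls along with them. Relative to the hybridization and the poly-A spikes, the smallest fall of the median mitosis gene was -2.72 over the 3 TF groups, which argues against it. The number of viruses delivered would lower the list with each added pair of viruses, but between TF groups 2 and 3 the list was not lower (adjusted p = 0.259 with an estimated correlation, pointing up). The delivered factors and the number of viruses rise together in this design and cannot be told apart, and the effect of single factors was not tested.

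For each of the 6 comparisons, the 6 arrays make 10 splits of 3 against 3, too few for a share under 0.05. The real split was the 1 split with as many probe sets called, with 5137, 5369 and 5195 for TF groups 1, 2 and 3 against the negative control, where the highest other split gave 2 each. It gave 809 for TF groups 3 and 2 (highest other 2), 1279 for TF groups 3 and 1 (highest other 0) and 739 for TF groups 2 and 1 (highest other 1). Over 100 drawn splits of the 12 arrays, the real one included, chance can be excluded for the probe sets that differ among the 4 groups (1 split with as many, 10266 against 7919 in the highest other). The same holds for the probe sets higher in all 3 TF groups (1 split, 1930 against 23) and lower in all 3 (1 split, 1347 against 72). For the number of gene list tests passed, 4 of 100 splits reached the real 44, with 45 in the highest other, so the share is under 0.05, and other ways to group these arrays pass as many list tests. For TF group 3 against TF groups 1 and 2, a model of the 9 TF arrays alone, with TF groups 1 and 2 as one group, was fitted to all genes, unlike the split given at the claims; the arrays make 84 splits, and 1 reached the 1054 genes of the real one. The highest other, 689, was another TF group against the rest, and splits that mix groups reached 3 at most.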

How the results depend on the processing

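The offset of 50 and the scaling to poly-A spikes are tests chosen only after the result was seen, and the other 27 of 29 alternatives were not. Over 279 results and these alternatives other than left-out arrays, 325 counts and shares stayed within 1.5 times their value and 100 did not. Of the list tests 776 kept their direction and side of the threshold, 15 lost their call and 2 gained one; for single genes these were 1961, 31 and 12, and 5 changed sign. Signal over background limits the dim probe sets, whose replicates vary most.

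Against the counts given beside each claim, the alternatives that moved a count by over 1.5 times gave these. With no fold threshold, 5156, 5046 and 5049 probe sets were higher and 3859, 4083 and 3965 lower in TF groups 1, 2 and 3 than in the negative control; 1055 higher and 876 lower in TF group 3 than in TF group 2; 1474 higher and 1541 lower in TF group 3 than in TF group 1; 740 higher and 811 lower in TF group 2 than in TF group 1; 3599 (2556 genes) higher and 2774 (1831 genes) lower in all 3 TF groups; with the unadjusted p of the study, 5973, 5881 and 5879 higher and 4546, 4753 and 4656 lower in TF groups 1, 2 and 3, and 4140 (2891 genes) higher and 3178 (2067 genes) lower in all 3. With a fold threshold of 2, 1506, 1620 and 1547 probe sets were higher and 940, 1086 and 987 lower in TF groups 1, 2 and 3 than in the negative control; 210 higher and 117 lower in TF group 3 than in TF group 2; 333 higher and 210 lower in TF group 3 than in TF group 1; 209 higher and 114 lower in TF group 2 than in TF group 1; 861 (652 genes) higher and 601 (404 genes) lower in all 3 TF groups; with the unadjusted p of the study, 1666, 1770 and 1712 higher and 1065, 1218 and 1088 lower in TF groups 1, 2 and 3, and 934 (711 genes) higher and 620 (418 genes) lower in all 3. At an unadjusted p under 0.05, 863 higher and 650 lower in TF group 3 than in TF group 2; 1050 higher and 957 lower in TF group 3 than in TF group 1; 731 higher and 747 lower in TF group 2 than in TF group 1. With an offset of 50 added before log2, 388 lower in TF group 3 than in TF group 1; 946 genes higher in all 3 TF groups; with the unadjusted p of the study, 2165, 2242 and 2185 higher in TF groups 1, 2 and 3, and 1311 (948 genes) higher in all 3. Where TF group 3 must differ from both other TF groups, of the genes higher than the negative control 218 were higher and 194 lower in TF group 3, and of the genes lower than it 108 and 73. With each array scaled to its poly-A spikes, 554, 820 and 708 probe sets were higher and 12331, 9996 and 10731 lower in TF groups 1, 2 and 3 than in the negative control; 145 higher and 93 lower in TF group 3 than in TF group 2; 401 higher and 142 lower in TF group 3 than in TF group 1; 222 higher and 51 lower in TF group 2 than in TF group 1; 342 (260 genes) higher and 8254 (5082 genes) lower in all 3 TF groups; with the unadjusted p of the study, 608, 892 and 774 higher and 12954, 10830 and 11527 lower in TF groups 1, 2 and 3, and 374 (283 genes) higher and 8815 (5419 genes) lower in all 3; of the genes higher than the negative control 89 were higher and 46 lower in TF group 3, and of the genes lower than it 131 and 62. A lower or higher threshold changes counts by its construction. With the poly-A spikes, the spread of the control spikes (SD 0.4 against 0.1 on the TF arrays) enters the pooled variance. Calls between TF groups that were lost there cannot be told from this spread. Apart from that, the cause was not tested for the 2 scalings.

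With camera and an estimated correlation, 25 of 126 list tests passed instead of 44. Lost calls were cardiac sarcomere in TF groups 1 and 2 (adjusted p = 0.127 and 0.0503) and in TF group 3 against TF group 2 (0.109) and TF group 2 against TF group 1 (0.135), smooth muscle in TF groups 1 and 2 (0.0674 and 0.18), skeletal muscle in TF group 3 against TF group 1 (0.136), cell adhesion in TF groups 1, 2 and 3 (0.358, 0.39 and 0.187) and in TF group 3 against TF group 2 (0.201), fibroblast matrix in TF group 2 (0.0611), neuronal in TF group 3 (0.135), mitosis (0.259 and 0.253) and S phase (0.182 and 0.154) in TF group 3 against TF group 2 and in TF group 2 against TF group 1, and mRNA processing (0.135) and matrix remodelling (0.144) in TF group 2 against TF group 1. With each array minus its median, cell adhesion in TF group 2 had an adjusted p of 0.0552. With the poly-A spikes, smooth muscle (0.0645) and cell adhesion (0.16) in TF group 2 lost their calls, and skeletal muscle was called in TF groups 2 (0.034) and 3 (0.000686). As single tests, 61 of the 126 list tests were followed through the scalings and the left-out arrays. Leaving out 1 array in turn kept every count within 1.5 times its value and changed 3 of these 61 list tests. Smooth muscle in TF group 2 ranged from 0.0255 to 0.0594 and was not called without replicate 3 of the negative control. Cell adhesion in TF group 2 ranged from 0.0245 to 0.0778 and was not called without replicate 2 of the negative control or of TF group 3. Cell adhesion in TF group 3 against TF group 1 ranged from 0.0413 to 0.155 and was called without replicate 1 of TF group 1. The cause was not tested.

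Among values of single genes that were called before or after, signs turned at 5. Scaled to the poly-A spikes, log2 changes in TF group 3 were -0.73 for Acta2, -0.77 for Col1a2, -0.65 for Hand2 (each called lower) and -0.0493 for Hopx. As the mean of its probe sets, Psen2 had 0.0766 in TF group 3 against TF group 1. Signs also turned at values that were called neither before nor after: with 1 array left out for Actn2, Col1a2, Gata4 and Hand2 in TF group 3, Mesp1 in TF group 1 and Myl7 in TF group 2, and under other alternatives for Acta2, Actn2, Cdh5, Col1a2, Gata4, Myl6, Pln and Ryr2 in TF group 3 and Myl7 in TF group 2. The cause was not tested. Tnni3 in TF group 2 was not called with an intensity trend (adjusted p = 0.0521), each array minus its median (0.059), quantile normalization (0.0645), only the 2 groups (0.0907) or the unmoderated linear model (0.0626), and in no TF group with the offset of 50 or the poly-A spikes. In TF group 2 it was also not called without 1 of 8 arrays (replicates 1 and 3 of the negative control, 2 and 3 of TF group 1, 3 of TF group 2, and 1, 2 and 3 of TF group 3; adjusted p = 0.0502 to 0.146), and in TF group 3 it was not called without replicate 3 of the negative control (0.0514). Genes of TF group 3 that passed without 1 array were Thy1 (without replicate 1 of TF group 3, or 1 or 3 of the negative control), Tie1 and Pln (without replicate 2 of the negative control) and Cdh5 (without replicate 3 of the negative control), with adjusted p = 0.00168, 0.00214, 0.00186, 0.0176, 0.0153 and 0.00115.

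With the replicate number as a block (replicate block), 3038 probe sets were higher and 2029 lower in TF group 1, 3089 and 2229 in TF group 2, and 3051 and 2086 in TF group 3. Between TF groups 3 and 2 they were 464 and 299, between 3 and 1 654 and 570, and between 2 and 1 337 and 319, and 45 list tests passed. The block kept the side of the threshold of all 61 list tests compared and moved no count by over 1.5 times; of the named genes, Myh7 in TF group 3 was called with it (adjusted p = 0.0229) and Tnni3 in TF group 2 was not (adjusted p = 0.0675). Arrays share only a number: over 18 pairs the deviations from the group means correlated at -0.023 to 0.0512, and 11 correlated best with their own number, a hint from the data and not the design.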

Differences from the paper's values

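No test in this part was chosen only after the result was seen, except the offset of 50 and the scaling to poly-A spikes.

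At the study’s thresholds (unadjusted p under 0.05 and a fold change over 1.5), 2073 probe sets were higher in all 3 TF groups, and the paper gives 1374. Of the alternatives set before the data were examined, the unmoderated linear model (2014), only the 2 groups of a comparison (1928), each array minus its median (1613), quantile normalization (1746), only probe sets with a mean log2 above 5 (1959), a fold threshold of 2 (934) and leaving out any TF array come within 1.5 times of the paper’s count. The intensity trend (2096), replicate block (2069), array weights (2113), no fold threshold (4140) and leaving out replicate 1, 2 or 3 of the negative control (2232, 2084 and 2115) do not. The offset of 50, chosen after seeing the values, gives 1311, and of 1064 entries of the paper’s Table S4 that are higher in all 3 groups 228 are not called with it, against 72 without it. The count of genes higher (1542, the paper 1065), and of probe sets and genes lower (1400 and 945, the paper 1350 and 980), lie within 1.5 times.

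The paper’s Tables S3 and S4 give linear folds, put on the log2 scale here; the values compared are those of the probe sets these tables list. Of 44 such values of genes the paper names, 44 have the same sign here, 17 differ by more than the spread between replicates, and 34 are larger in size here (15 of these 17). Of the 1994 entries of Table S4 held here, 1993, 1991 and 1994 have the same sign in TF groups 1, 2 and 3 (r = 0.963, 0.969 and 0.967), and the median ratio of the log2 change here to the paper’s is 1.05, 1.06 and 1.06. Of the alternatives set before the data were examined, 15 change these values, and the others alter only the test. The paper names RMA for its values, while the method behind the deposited linear signal is not known. None of the alternatives changes that method. A difference in signal method therefore stays open for these values and for the counts above.

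None of the 15 brings these within the spread: Acta2 in TF group 1 -1.19 (the paper -0.86); Gja1 in TF group 3 -0.82 (the paper -0.60); Mef2c in TF group 1 2.82 (the paper 1.99); Mef2c in TF group 2 2.82 (the paper 2.12); Mef2c in TF group 3 2.38 (the paper 1.63); Mesp1 in TF group 2 4.06 (the paper 2.65); Mesp1 in TF group 3 3.59 (the paper 2.57); Myh11 in TF group 1 -0.03 (the paper -0.71); Myh11 in TF group 3 5.60 (the paper 4.09); Myh6 in TF group 3 5.86 (the paper 2.98); Tagln in TF group 1 -0.38 (the paper -0.69). For Myh6 the negative control arrays lie near the floor (log2 signal 1.37 to 2.15), so its value here is not an exact difference (nor that of Myl7 in TF group 1 below, with a control mean of 4.84); the offset of 50, chosen after seeing the values, gives 2.26.

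Atp2a2 in TF group 3 1.28 (the paper 0.94) comes within the spread with each array minus its median, without negative control replicate 2 and without negative control replicate 3, and not with the other 12. Myl7 in TF group 1 1.80 (the paper 1.25) comes within the spread with each array minus its median, quantile normalization, without negative control replicate 2, without negative control replicate 3, without TF group 1 replicate 1 and without TF group 1 replicate 3, and not with the other 9. Nppa in TF group 2 1.97 (the paper 1.40) comes within the spread with array weights, each array minus its median, quantile normalization, without negative control replicate 1 and without negative control replicate 2, and not with the other 10. Smarcd3 in TF group 2 1.64 (the paper 1.36) comes within the spread with each array minus its median, without negative control replicate 2, without negative control replicate 3 and without TF group 2 replicate 3, and not with the other 11. Tnnt2 in TF group 1 4.35 (the paper 4.21) comes within the spread with each array minus its median and quantile normalization, and not with the other 13. Tnnt2 in TF group 3 5.94 (the paper 5.86) comes within the spread with each array minus its median and quantile normalization, and not with the other 13.

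Scaled to the poly-A spikes, chosen after seeing the values, Mef2c in TF group 1 (1.92), Mef2c in TF group 2 (2.08), Mef2c in TF group 3 (1.58), Mesp1 in TF group 2 (3.32), Mesp1 in TF group 3 (2.80), Myh11 in TF group 1 (-0.93) and Nppa in TF group 2 (1.23) come within the spread. With this scaling, 824 of the 1064 higher and 4 of the 930 lower entries of Table S4 are not called. Without it, 72 higher and 126 lower entries are not called. With the offset of 50, also chosen after seeing the values, Atp2a2 in TF group 3 (1.08), Mef2c in TF group 2 (2.22) and Smarcd3 in TF group 2 (1.49) come within the spread, while 228 higher and 225 lower entries are not called.

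The paper places cell cycle networks first among the downregulated genes with lower expression in TF group 3. The paper’s clusters and networks were not reproduced here. The split of genes by TF group 3 and the gene lists stand in for them. Among the 221 downregulated genes lower in TF group 3 in that split lay 1 of 39 mitosis genes and none of 36 S phase genes. The fibroblast matrix held 6 of 11. Both cell cycle lists as a whole fell in all 3 TF groups, as the paper states for its pathways. The paper places Notch signalling and matrix remodelling networks among the upregulated genes with lower expression in TF group 3. Among the 465 upregulated genes lower in TF group 3 in the split here lay 2 of 4 Notch and 4 of 8 matrix remodelling genes. Neither list passed the test. The paper’s PCR section states a decrease of Col1a1 and Col1a2 without naming a TF group. That PCR used MEFs from transgenic mice at 7 days and at a later day. The paper reports closely correlated PCR results for wild-type MEFs. The arrays are another assay of separate cultures, so the values are not a direct comparison. In TF group 3 here, neither gene passed (log2 changes -0.26 and 0.03). Scaled to the poly-A spikes, chosen after seeing the values, both were called lower (-1.05 and -0.77). With that scaling 824 higher entries of Table S4 are not called, against 72 without it, as given above. The PCR section also states a decrease of Hop with the factors of TF group 3, and the Discussion states one without MYOCD and SRF. Hopx here had log2 changes of 2.73 in TF group 2 and 0.74 in TF group 3 (-0.05 scaled to the poly-A spikes). For Srf the PCR section states a small increase in 2 TF groups. Srf fell in all 3 here (-0.90, -0.77 and -0.85 at its brighter probe set). These cultures are separate as well.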

Other observations

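No test in this part was chosen only after the result was seen, except the scaling to poly-A spikes and the offset of 50.

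Inhibitors of the cell cycle and targets of p53 were among the genes that rose. Cdkn2a, whose locus encodes the cell cycle inhibitor p16, was 7.61-, 9.4- and 8.17-fold higher than in the negative control in TF groups 1, 2 and 3 (SE of the log2 change 0.18). The death receptor gene Fas was 7.44-, 6.53- and 6.23-fold higher, and Perp, an effector of p53, 7.79-, 7.75- and 7.09-fold higher. Trp53inp1 was 4.46-fold and 4.53-fold higher in TF groups 1 and 2. Cdkn1c, another inhibitor, was 3.73-fold and 2.2-fold lower in TF groups 2 and 3. Genes of muscle energy supply rose as well. Fabp3, the fatty acid binding protein of heart and muscle, was 13-, 11.2- and 6.86-fold higher (SE 0.07), and the lactate dehydrogenase subunit Ldhb 3.77-, 4.21- and 3.09-fold higher. Pdk4, a kinase that restrains pyruvate oxidation, was 3.09-fold and 3.02-fold higher in TF groups 1 and 2. Fabp4, the form of fat cells, was 3.88-, 7.11- and 8.31-fold lower, though the mean of its probe sets was not called in TF group 1 (adjusted p = 0.0958).

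Several neuronal genes rose. Nefm, a neurofilament, was 3.05-, 11.9- and 8.57-fold higher, Tubb3, a tubulin of neurons, 4.71-, 3.1- and 5.65-fold higher, and Nefl at least 24.5-fold higher in TF group 2 and at least 4.14-fold in TF group 3 (fitted log2 changes 5.53 and 2.96, or 4.90 and 2.33 without replicate 3 of the negative control). Of 19 neuronal genes, 5, 8 and 7 rose and 1 fell in each, with the same counts adjusted over the list alone (medians 0.21, 0.61 and 0.53, but -0.69, -0.13 and -0.27 scaled to the poly-A spikes). The list passed in TF group 3 (adjusted p = 0.0411, but adjusted p = 0.135 with an estimated correlation) and not in TF groups 1 and 2 (adjusted p = 0.359 and 0.0758). No other list of this paragraph passed. Ifit1, an interferon-induced gene, was 8.56-, 6.01- and 6.09-fold higher, with 7, 6 and 8 of 25 interferon response genes higher and 1 lower, or 7, 6 and 9 and 1 adjusted over the list alone (adjusted p = 0.348, 0.432 and 0.23). Krt18, a keratin of simple epithelia, was 4.46-, 5.08- and 3.04-fold higher, with 4, 4 and 4 of 18 epithelial genes higher and 2, 2 and 1 lower, or 4, 4 and 3 higher adjusted over the list alone (adjusted p = 0.552, 0.552 and 0.557). Flt1, a receptor of vascular endothelial growth factor, was 2.6-, 2.58- and 2.7-fold lower, with 2, 1 and 2 of 20 endothelial genes higher and 3, 4 and 3 lower, or 1, 0 and 2 and 3, 4 and 3 adjusted over the list alone (adjusted p = 0.341, 0.551 and 0.436; in TF groups 1 and 2 the median and the test differed in sign). Of 20 macrophage genes, 2, 1 and 1 were higher and 3, 3 and 3 lower, or 2, 1 and 1 and 3, 3 and 1 adjusted over the list alone (adjusted p = 0.539, 0.693 and 0.693; in TF group 2 the median and the test differed in sign). Of 21 stress response genes, 4, 4 and 5 were higher and 2, 3 and 2 lower, with the same counts over the list alone (adjusted p = 0.73, 0.707 and 0.898; in TF group 2 the mean and the test differed in sign).

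The paper measured a panel of genes by PCR, and these are array values of panel genes not given above. Myl7, the atrial myosin light chain, was at least 3.13-fold higher in TF group 1 and at least 2.68-fold in TF group 3 (SE of the log2 change 0.22), with a log2 change of 0.17 in TF group 2. Tnni3, the troponin I of cardiac muscle, was called higher in each TF group (adjusted p = 0.0129, 0.0431 and 0.0137) with mean signals below 32 in all groups, so no fold is given, and several alternatives ended these calls. Hopx, a homeodomain protein of the heart, was 6.63-fold higher in TF group 2 and 1.67-fold in TF group 3, and 3.96-fold lower in TF group 3 than in TF group 2; scaled to the poly-A spikes its log2 change in TF group 3 was -0.05. Log2 changes in TF group 3 that did not pass were 0.44 for Actn2, 1.18 for Myh7, 0.28 for Ryr2, 0.48 for Pln, 0.06 for Acta2, -0.13 for Tagln, 0.30 for Myl6, -1.03 for Kdr, 0.87 for Cdh5, -1.75 for Tie1 and -0.58 for Thy1. Leaving out 1 array moved Kdr to -0.20 without replicate 2 of TF group 3, Tie1 to -2.81 without replicate 2 of the negative control and Myh7 to 0.50 without replicate 1 of the negative control. Of the genes that did not pass, Acta2 (-0.73), Tagln (-0.93), Kdr (-1.83), Tie1 (-2.54) and Thy1 (-1.38) were called lower when scaled to the poly-A spikes, and Thy1 also with each array minus its median (-0.70). Gja1, the gap junction protein connexin 43, had a log2 change of -0.52, and 3 of its 5 other probe sets were called lower; it was called lower with each array minus its median (-0.63), as the mean of its probe sets (-0.62) and scaled to the poly-A spikes (-1.31).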
